# Autophagy is required for crizotinib-induced apoptosis in MET-amplified gastric cancer cells

**DOI:** 10.18632/oncotarget.18386

**Published:** 2017-06-07

**Authors:** Rebecca D. Schroeder, Woonyoung Choi, David S. Hong, David J. McConkey

**Keywords:** MET amplification, autophagy, resistance mechanism, gastric cancer

## Abstract

MET amplification has been clinically credentialed as a therapeutic target in gastric cancer, but the molecular mechanisms underlying sensitivity and resistance to MET inhibitors are still not well understood. Using whole-genome mRNA expression profiling, we identified autophagy as a top molecular pathway that was activated by the MET inhibitor crizotinib in drug-sensitive human gastric cancer cells, and functional studies confirmed that crizotinib increased autophagy levels in the drug-sensitive cells in a concentration-dependent manner. We then used chemical and molecular approaches to inhibit autophagy in order to define its role in cell death. The clinically available inhibitor of autophagy, chloroquine, or RNAi-mediated knockdown of two obligate components of the autophagy pathway (ATG5 and ATG7) blocked cell death induced by crizotinib or RNAi-mediated knockdown of MET, and mechanistic studies localized the effects of autophagy to cytochrome c release from the mitochondria. Overall, the data reveal a novel relationship between autophagy and apoptosis in gastric cancer cells exposed to MET inhibitors. The observations suggest that autophagy inhibitors should not be used to enhance the effects of MET inhibitors in gastric cancer patients.

## INTRODUCTION

Although our understanding of significant risk factors and screening methods for gastric cancer has improved over the last decade, it remains the fourth most prevalent cancer and second leading cause of cancer-related death worldwide [1, 2]. The frontline treatment strategies for gastric cancer are surgical resection and chemotherapy, but because most patients have advanced-stage tumors at diagnosis, the 5-year survival rate is less than 30% [3–5]. Recent genomics studies identified several genes related to receptor tyrosine kinase (RTK) signaling as candidate therapeutic targets in gastric cancer [6, 7]. Among them, MET is of particular interest because recent clinical trials demonstrated that MET inhibitors had significant clinical activity [8, 9], particularly in patients whose tumors contained MET amplification [10–12], and preclinical studies indicated that MET amplification usually created MET dependency in gastric cancer cells [13, 14]. Multiple studies annotated the frequency of MET amplification in gastric cancers and reported rates of 9-30% [8, 9, 15], with high-level MET amplification in about 4% (12/287) of tumors [7].

Although MET inhibitors have clinical activity, not all MET-amplified tumors respond, and a deeper understanding of the molecular determinants of response and resistance is therefore crucial. MET inhibitors have both cytotoxic and cytostatic effects in MET-amplified cells, and mechanistic studies implicated upregulation of the pro-apoptotic BCL2 family protein BIM and downregulation of several pro-survival genes, including the IAP family members c-IAP1, XIAP, and survivin, in cell death [14]. Other studies demonstrated that MET inhibitors caused increases in autophagy and autophagy-associated gene expression, but whether autophagy promoted cell death or cell survival was not determined [16, 17]. Autophagy inhibitors promoted cell death in cancer cells exposed to other pro-apoptotic agents [18, 19], raising the possibility that autophagy inhibitors might promote the effects of MET antagonists in human gastric cancer cells. We therefore designed the present study to determine whether we could reproduce the previous observations [16, 17] and to evaluate the effects of blocking autophagy on MET inhibitor-induced cell death.

## RESULTS

### Effects of the MET inhibitor crizotinib on human gastric cancer cells

As a first step in defining the determinants of MET dependence, we correlated the IC_50_ values for the MET inhibitor crizotinib with MET gene expression and amplification using publicly available data from the Cancer Cell Line Encyclopedia (CCLE) project (Figure 1) [20]. Overall, there was a good correlation between MET mRNA expression and MET copy numbers in the cell lines (Figure 1A). Of the 19 available gastric cell lines, only two (MKN45 and Hs746t) contained amplified MET, and they were also the only cell lines that the CCLE team found to be sensitive to crizotinib at IC_50_ levels less than the peak plasma concentration obtained in patients, 57 nM (Figure 1B) [21]. We then attempted to confirm the results in an independent (but overlapping) panel of 13 gastric cancer cell lines. The only cell lines that were sensitive to clinically achievable concentrations of crizotinib were two of the three that contained amplified MET (SNU-5 and MKN45), whereas the Hs746t cells were more resistant (Figure 1C). Next, we examined the effects of crizotinib on apoptosis in the same panel of 13 gastric cancer cell lines (Figure 2). Consistent with the MTT results, only the SNU-5 and MKN45 cell lines displayed significant crizotinib-induced increases in apoptosis-associated DNA fragmentation, as measured by propidium iodide staining and FACS analysis (Figure 2A) [13, 14, 22], and we confirmed these effects using an independent apoptosis assay (immunoblotting for cleaved poly-(ADP-ribose) polymerase (PARP)) (Figure 2B). Consistent with the CCLE's mRNA expression results (Figure 1A), phosphorylated and total MET levels were higher in the Hs746t, SNU-5, and MKN45 cells that contained amplified MET as compared to the levels observed in the NUGC-4 or MKN74 cells that contained wild-type or mutated MET, respectively (Figure 2C). We also independently confirmed the CCLE's observation that MET was highly amplified (≥10 copies) in the Hs746t, MKN45, and SNU-5 cells (Figure 2D).

**Figure 1:**
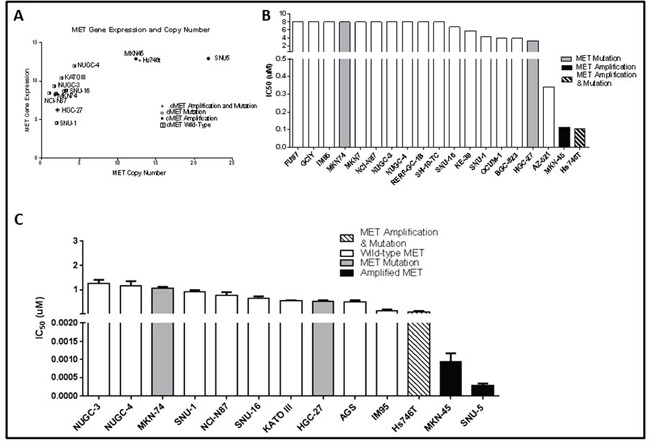
MET amplified gastric cancer cells undergo growth arrest when exposed to MET inhibitor crizotinib **(A)** MET RNA expression levels were compared to MET copy numbers for a panel of thirteen gastric cancer cell lines using data generated by the CCLE. **(B)** Inhibitory concentration 50% (IC50) values of crizotinib in a panel of nineteen gastric cancer cell lines were compared using data generated by the CCLE. **(C)** Independently determined IC50 values of crizotinib in a panel of thirteen human gastric cancer cell lines. Cells were exposed to increasing concentrations of crizotinib for 5 days and viable cells were assessed using the MTT colorimetric assay. Data are means ± SEM from three independent experiments.

**Figure 2:**
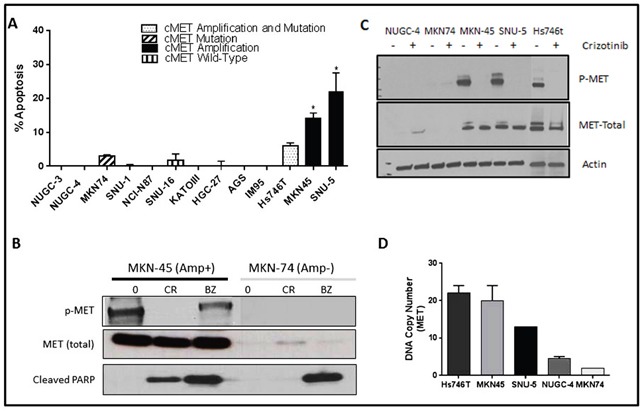
MET amplified gastric cells undergo apoptosis when exposed to crizotinib **(A)** Thirteen human gastric cancer lines were incubated with or without 10nM crizotinib for 48 hours, and DNA fragmentation characteristic of apoptosis was measured by propidium iodide (PI) staining and FACS analyses. Values represent normalized results subtracting untreated controls, which were all less than 15%. Student t test, *p≤0.005 crizotinib versus untreated control. **(B)** One MET amplified and one non-amplified cell line were incubated with or without 100nM crizotinib or 1uM bortezomib for 48 hours. The cells were then lysed and total protein was extracted using RIPA lysis buffer. Total lysates were then subjected to immunoblotting analysis using anti-phospho-MET, anti-total-MET, and anti-cleaved-PARP antibodies. **(C)** Three MET amplified (Hs746t, SNU-5 and MKN45) and two non-amplified cell lines (MKN74 and NUGC-4) were incubated with or without 100nM crizotinib 24 hours, and total protein was extracted using RIPA lysis buffer. Total lysates were then analyzed by immunoblotting using anti-phospho-MET, anti-total-MET, and β-actin antibodies. **(D)** MET DNA copy numbers were analyzed using TaqMan copy number assays. Three cell lines Hs746t, SNU-5 and MKN45 had high level MET amplification with average copy numbers of 22, 13 and 20, respectively. Data are means ± SEM from two biological replicates.

### Effects of crizotinib on global gene expression

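SNU-5 and MKN45 are human gastric cancer cell lines with MET amplification, and crizotinib is a small molecule inhibitor of the MET receptor tyrosine kinase. RNA from each line, with and without crizotinib for 24 h, was hybridised to Illumina HumanHT-12 v4 BeadChips, which report a fluorescence signal for each of 47323 probes. There were 3 arrays in each of the 4 groups (SNU-5 control, SNU-5 crizotinib, MKN45 control and MKN45 crizotinib). The sample records give a crizotinib dose of 1 µM, and the paper's text does not name the dose used for the arrays. Neither the labels nor the paper says that the 3 replicates came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.
The mean signal per array ranged from 328 to 557 in SNU-5 controls, from 313 to 332 in SNU-5 with crizotinib, from 404 to 499 in MKN45 controls and from 386 to 444 in MKN45 with crizotinib. Between 18998 and 20248 probes per array were detected at a detection p under 0.05. Correlations of log2 signals between arrays of a group were at least 0.980, except that SNU-5 control replicate 1 correlated at 0.966 and 0.952 with the other SNU-5 controls. The authors deposited signal intensities with detection p-values, not normalized, and log2 values after quantile normalization in limma. Their log2 values differed from a quantile normalization of the signals by at most 0.005. For the values given here, the signals were background corrected and quantile normalized with limma's neqc function, which enlarges the folds of dim probes compared with quantile normalization alone. The 23525 probes detected on at least 3 arrays, which name 12760 genes, were tested in 1 limma fit of all 12 arrays. A probe was called at the thresholds of the paper, namely a p under 0.001, a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold, and a gene was called when any of its probes was. The log2 changes of single genes are those of the probe with the highest mean signal.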

To define the molecular mechanisms involved in cell death, we incubated the inhibitor- sensitive lines with or without crizotinib for 24 h and performed whole-genome mRNA expression profiling (Figure 3). 

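After 24 h of crizotinib, 941 genes were higher and 1048 genes were lower in SNU-5 cells, and 973 genes were higher and 1019 genes were lower in MKN45 cells. In SNU-5 the largest rises among genes detected on every array of the line included PNPLA7, a lysophospholipase, SELENOP, a secreted selenium carrier, HPGD, which degrades prostaglandins, and ABCA1, which exports cholesterol. Among the genes that met the same condition, the largest falls in SNU-5 included TNFRSF12A, a receptor of the TNF receptor family, EPHA2, an ephrin receptor kinase, DUSP6, a phosphatase that acts on ERK, and UHRF1, which maintains DNA methylation. In MKN45, again among genes detected on every array of the line, the largest rises included the glutathione transferases GSTA2 and GSTA1 and PPP1R3C, a subunit that directs protein phosphatase 1 to glycogen. The largest falls among them included CALB2, a calcium-binding protein, EMP1, an epithelial membrane protein, and PTGS2, the cyclooxygenase that makes prostaglandins.
The log2 change in SNU-5 was 3.93 for PNPLA7 (standard error 0.22, limma adjusted p = 5.8e-08), 3.86 for SELENOP (standard error 0.30), 3.74 for HPGD (standard error 0.28) and 3.72 for ABCA1 (standard error 0.19). It was -5.03 for TNFRSF12A (standard error 0.30, limma adjusted p = 1.0e-07), -4.51 for EPHA2 (standard error 0.40), -4.48 for DUSP6 (standard error 0.15) and -4.07 for UHRF1 (standard error 0.26). In MKN45 the log2 change was 5.20 for GSTA2 (standard error 0.33, limma adjusted p = 1.5e-07), 5.20 for PPP1R3C (standard error 0.23) and 4.80 for GSTA1 (standard error 0.36). It was -5.46 for CALB2 (standard error 0.23, limma adjusted p = 6.5e-09), -5.11 for EMP1 (standard error 0.28) and -3.81 for PTGS2 (standard error 0.17). At the probe used, each of these genes changed the same way in every treated array against every control array of its line, a condition of their selection. Another probe of CALB2, detected on all 3 control and all 3 treated MKN45 arrays, showed no fall there (log2 change 0.44, limma adjusted p = 0.21).
At these thresholds 2799 probes were called in SNU-5, representing 1988 genes, and 2826 probes were called in MKN45, representing 1991 genes, with 1 gene in each line called higher by one probe and lower by another. Without SNU-5 control replicate 1, 2077 genes were called in SNU-5. Quantile normalization without background correction gave 1872 probes in MKN45.

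**Figure D1:**
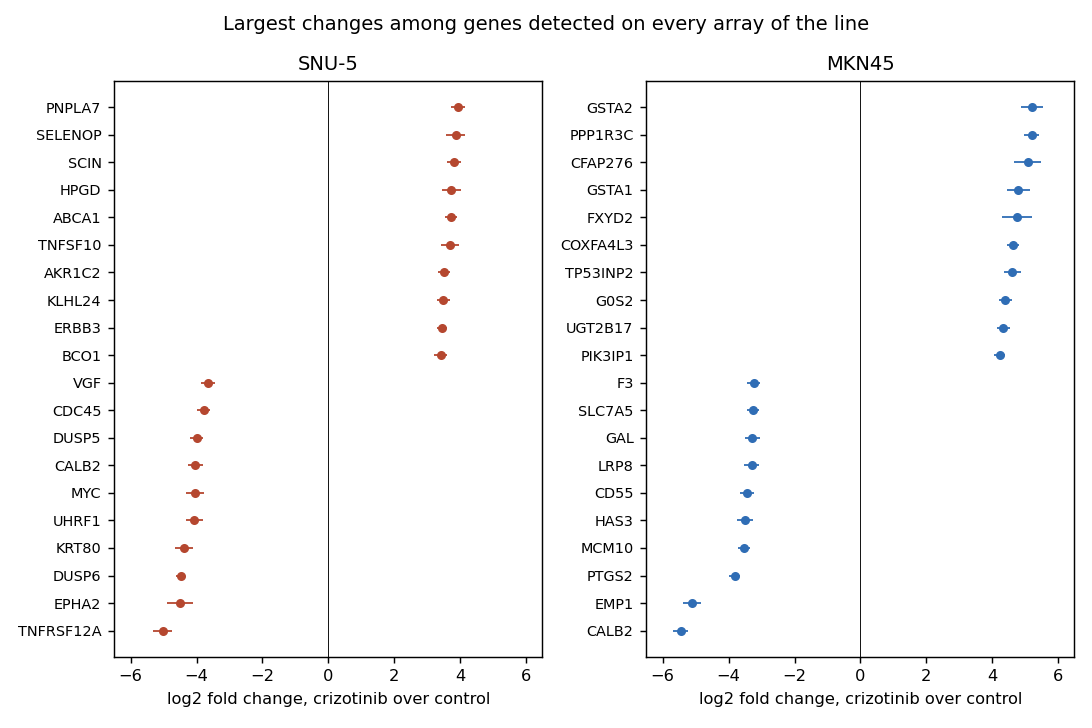
The 10 largest rises and the 10 largest falls in each line among called genes that were detected on all 6 arrays of the line and changed the same way in every treated against every control array, as log2 fold change of crizotinib over control (horizontal axis), with 3 arrays per group. Points are limma estimates and bars their standard errors, and the largest fall plotted is that of CALB2 in MKN45 at -5.46.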

In both cell lines, >1400 genes were differentially expressed under the two conditions (Figure 3A). We observed substantial overlap between the two cell lines with regard to the genes that were differentially expressed following incubation with crizotinib – 406 downregulated and 246 upregulated genes were shared (Figure 3A). 

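Of the genes called in each line, 375 were higher in both lines and 538 were lower in both. Only 17 genes were called in opposite directions, 9 of them higher in SNU-5 and 8 of them lower in SNU-5. Among the 9 was MUC13, a membrane mucin, with a log2 change of 2.61 in SNU-5 and -1.35 in MKN45. Genes that rose in MKN45 with no call in SNU-5 included NUPR1, a stress-induced chromatin protein, with a log2 change of 6.51 (standard error 0.40, limma adjusted p = 1.2e-07), against 0.54 (standard error 0.40, adjusted p = 0.36) in SNU-5. AKR1C2, an aldo-keto reductase that inactivates steroids, changed by 3.52 in SNU-5 (standard error 0.19, limma adjusted p = 4.9e-08) and by -0.00 in MKN45 (standard error 0.19, adjusted p = 0.99).
Lists of these sizes drawn independently from the 12760 genes would share 71.8 genes higher and 83.7 genes lower. The odds ratio of the overlap was 12.4 for higher genes (Fisher's exact test, p = 5.3e-193) and 24.6 for lower genes, with a p below the smallest number the software could represent. Fisher's test treats genes as independent, which they are not. The 2 lines had separate control arrays, but the spread of each probe was estimated from both lines together. Across genes, which are not independent replicates, the log2 changes of the lines had a Pearson r of 0.61 and a Spearman rho of 0.60. Of 2567 genes with an adjusted p under 0.05 in both lines, 2449 (95.4%) changed in the same direction.
By the paper's methods SNU-5 and MKN45 were kept in different culture media, so cell line and medium cannot be told apart. The difference between the lines was tested as SNU-5 change minus MKN45 change. It was called for 935 genes, 458 of them more positive and 477 more negative in SNU-5. Of the 1060 genes called in SNU-5 and not in MKN45, 316 were called for this difference, as were 384 of the 1063 genes called in MKN45 and not in SNU-5. Without background correction the number of genes higher in both lines was 231.

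**Figure D2:**
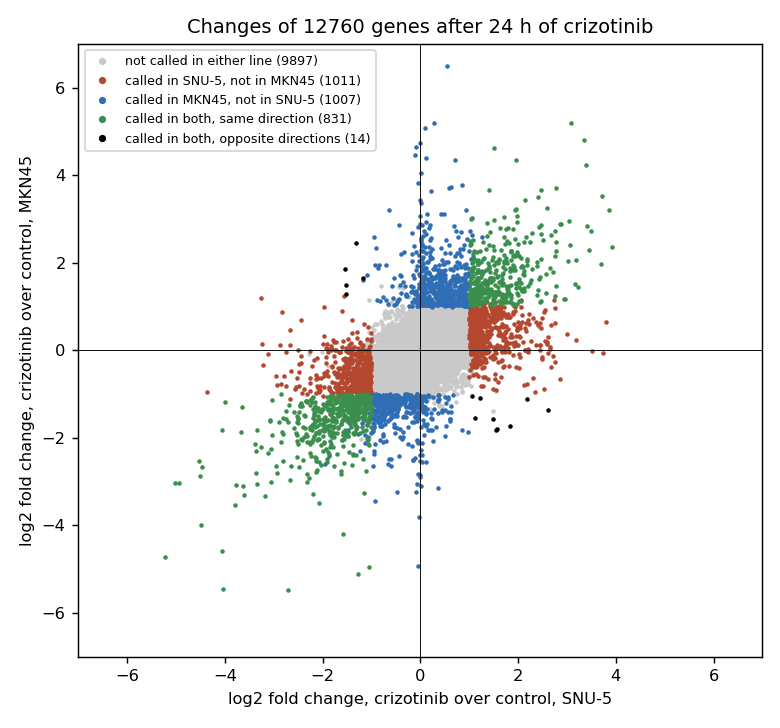
Log2 fold change of crizotinib over control in SNU-5 (horizontal axis) and in MKN45 (vertical axis), with 1 point for each of 12760 genes, taken from its probe with the highest mean signal. By that probe alone 831 genes were called in both lines in the same direction (green) and 14 in opposite directions (black).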

We extracted the top 25 upregulated and downregulated transcripts in each cell line and observed that a number of genes related to cell death and cell growth/proliferation were enriched in them (Figure 3B). 

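Genes of cell death moved in both directions after crizotinib. TNFSF10, which encodes the death ligand TRAIL, rose in SNU-5 with a log2 change of 3.70 (standard error 0.29, limma adjusted p = 8.6e-07) and also rose in MKN45 (limma adjusted p = 1.6e-04). It was not detected on any MKN45 control array, so that its rise there is given as at least 2.82-fold. IER3, an early response gene that can protect from apoptosis, fell by 2.32 and by 2.83 on the log2 scale in SNU-5 and MKN45 (limma adjusted p = 5.9e-07 and 1.1e-07). CDC45, a component of the replicative helicase, fell by 3.78 and by 3.08 on the log2 scale (limma adjusted p = 4.7e-08 and 1.7e-07).
Figure 3B names 100 entries, 25 higher and 25 lower in each line. Of these, 90 could be tested by symbol. All 90 had the direction of the figure and 89 were called in it, the exception being TNFRSF6B, a decoy receptor for death ligands, in SNU-5 (log2 change -2.02, standard error 0.90, limma adjusted p = 0.11). Without SNU-5 control replicate 1 the log2 change of TNFRSF6B in SNU-5 was -3.58 (limma adjusted p = 4.0e-09). The study chose these entries on the same arrays, so the count is not independent evidence of their direction.
Of 32 pro-apoptotic genes tested from a list fixed beforehand, 9 were higher, 7 were lower and 16 did not pass an adjusted p under 0.05 in SNU-5 (10 higher and 7 lower when adjusted over the list alone). In MKN45, 9 were higher, 5 were lower and 18 did not pass (9 higher and 6 lower when adjusted over the list alone). The list was not called by limma's camera test in SNU-5 (adjusted p = 0.91), where its median was -0.02 and its mean 0.05, nor in MKN45 (median 0.08, adjusted p = 0.42). BMF, a BH3-only protein that antagonises BCL2 family survival proteins, rose by 1.41 in SNU-5 (limma adjusted p = 1.8e-04) and 3.66 in MKN45 (adjusted p = 7.6e-08), whereas BID, another BH3-only protein, had log2 changes of -1.41 and -0.65 (limma adjusted p = 1.2e-04 and 0.022).
Of 23 pro-survival genes, 3 were higher, 3 were lower and 17 did not pass in SNU-5 (1 higher and 3 lower when adjusted over the list alone). In MKN45, 2 were higher, 6 were lower and 15 did not pass (2 and 6 when adjusted over the list alone). Its camera adjusted p was 0.25 in SNU-5 (median -0.17) and 0.31 in MKN45 (median -0.12). BIRC5, which encodes survivin and is also needed for mitosis, fell by 1.89 and by 1.36 on the log2 scale (limma adjusted p = 1.1e-04 and 0.0014). The paper's introduction also names c-IAP1 and XIAP. BIRC2, which encodes c-IAP1, had log2 changes of 0.95 in SNU-5 and -0.11 in MKN45 (limma adjusted p = 0.040 and 0.86). XIAP signals were 4.43 to 5.53 in SNU-5 controls and 5.12 to 5.53 with crizotinib. In MKN45 they were 5.70 to 5.97 in controls and 5.32 to 5.53 with crizotinib.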

In control experiments, we confirmed that top differentially expressed genes related to cell death and cell growth/proliferation identified by gene expression profiling were also differentially expressed when they were measured by RT-PCR (Supplementary Figure 1A, 1B) or immunoblotting (Supplementary Figure 1C) in the same cell lines.

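On the arrays, 4 of the 5 genes of Supplementary Figure 1 were called in both lines. MYC, a transcription factor that drives growth, had a log2 change of -4.05 in SNU-5 (standard error 0.26, limma adjusted p = 2.0e-07) and -4.58 in MKN45 (standard error 0.26, adjusted p = 7.7e-08). ETV5, a transcription factor induced by ERK signaling, was detected on all 3 control arrays and on no treated array of either line, a fall of at least 25.9-fold in SNU-5 and at least 18.3-fold in MKN45 (limma adjusted p = 2.4e-09 and 3.3e-09). Such bounds set the mean of the detected group against the lowest signal of a detected probe on each array of the other group, or the gene's own signal there where higher. MXD4, which represses MYC target genes, rose by 2.76 in SNU-5 (standard error 0.19, limma adjusted p = 2.6e-07) and by 2.72 in MKN45 (standard error 0.19, adjusted p = 2.7e-07). PIK3IP1, an inhibitor of PI3 kinase, rose by 3.38 in SNU-5 (standard error 0.18, limma adjusted p = 4.7e-08) and by 4.23 in MKN45 (standard error 0.18, adjusted p = 6.5e-09). BCL2L11 encodes the pro-apoptotic protein BIM, which the figure shows as protein. Its mRNA had a log2 change of 0.12 in SNU-5 (standard error 0.22, limma adjusted p = 0.75) and 0.47 in MKN45 (standard error 0.22, adjusted p = 0.13) and was not called. The BCL2L11 signal was 6.04 on SNU-5 control replicate 1, 5.51 and 5.22 on the other SNU-5 controls, and 5.67 to 5.75 with crizotinib.

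**Figure D3:**
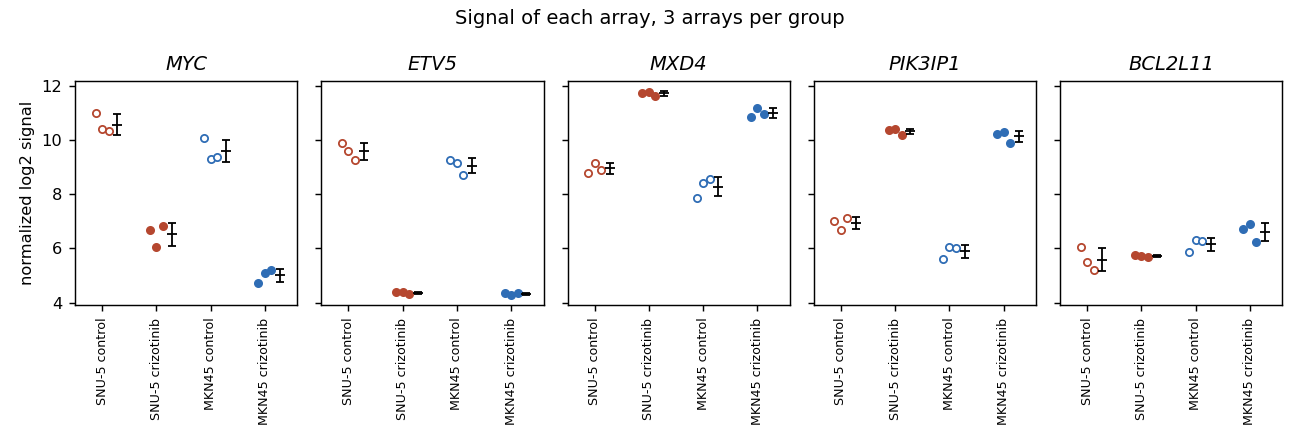
Normalized log2 signal (vertical axis) of 5 genes on each of the 3 arrays per group, controls as open and crizotinib as filled circles, with the mean and SD beside them. MYC lies between 10.31 and 11.00 in SNU-5 controls and between 6.05 and 6.83 with crizotinib.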

**Figure 3:**
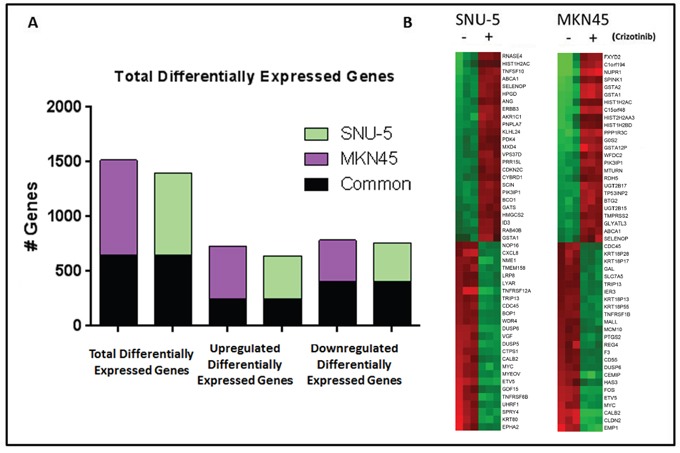
MET inhibition results in significant changes in gene expression in MET amplified gastric cancer cell lines **(A)** Graph representing the total number of genes that had a P<0.001 with FDR <0.05 and 2-fold cut-off in the two MET amplified cell lines following incubation with crizotinib for 24 hours (left). The total number of genes up-regulated (middle) and down-regulated (right) following incubation with crizotinib for 24 hours, with the number of common genes between the two cell lines shaded in black. **(B)** Heat map of the top 50 differential expressed genes for each cell line following incubation with crizotinib for 24 hours. Red, higher relative expression; green, lower relative expression.

To more clearly define the pathways that were altered by drug exposure we used the “molecular and cellular functions” function in Ingenuity Pathway Analysis (IPA, Ingenuity Systems; http://www.ingenuity.com) to analyze the gene expression profiling data (Figure 4). Molecular changes related to cell death, cell cycle (Figure 4A) and cell growth and proliferation (Supplementary Figure 2A) were among the top alterations observed in both MET-amplified cell lines. 

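Genes of DNA replication and of mitosis fell together in both lines. Of 58 tested genes of DNA replication and E2F targets, 51 were lower, none was higher and 7 did not pass an adjusted p under 0.05 in SNU-5, and the same counts were found in MKN45 (52 and 51 lower when adjusted over the list alone). The median log2 change of this list was -1.72 in SNU-5 and -1.87 in MKN45 (camera adjusted p = 4.7e-25 and 6.9e-26). Examples are GINS2, a helicase subunit, with log2 changes of -2.93 and -2.80 (limma adjusted p = 4.4e-08 and 4.9e-08), and CDC25A, a phosphatase that activates CDKs, with -3.27 and -2.20 (limma adjusted p = 4.7e-08 and 7.7e-07).
Of 59 tested genes of mitosis (G2/M), 47 were lower in SNU-5 and 54 in MKN45, none was higher in either line, and 12 and 5 did not pass (52 and 55 lower when adjusted over the list alone). The medians were -1.41 and -1.42 (camera adjusted p = 6.2e-19 and 1.1e-19), and with an estimated correlation the adjusted p was 0.0957 in SNU-5 and 0.0902 in MKN45. The list includes MELK, a mitotic kinase, with log2 changes of -2.24 and -2.42 (limma adjusted p = 2.6e-07 and 1.4e-07), and CENPA, the centromeric histone, with -2.40 and -1.76 (limma adjusted p = 7.6e-07 and 1.0e-05).
Of 24 CDK inhibitors and cell cycle brakes, 10 were higher, 5 were lower and 9 did not pass in SNU-5, and 8, 5 and 11 did so in MKN45 (10 higher and 5 lower in each line when adjusted over the list alone). BTG1, an antiproliferative gene, rose by 1.86 and 2.27 (limma adjusted p = 5.6e-06 and 9.1e-07), and CCNG2, a cyclin linked to arrest, rose by 1.93 and 2.16 (limma adjusted p = 1.4e-06 and 5.3e-07). The brakes were called in SNU-5 (median 0.38, camera adjusted p = 0.0496) and not in MKN45 (median 0.21, camera adjusted p = 0.18), the difference between the lines was not called (median 0.0069, camera adjusted p = 0.54), and with an estimated correlation the adjusted p in SNU-5 was 0.0976. The call in SNU-5 was lost without SNU-5 control replicate 1 or 3, SNU-5 crizotinib replicate 2, any of the MKN45 controls, or MKN45 crizotinib replicate 2 or 3, with a camera adjusted p of up to 0.0639. It was also lost with a separate fit for each line (0.0764) and with a block for arrays of the same replicate number (0.0745). Quantile normalization without background correction (0.0549) and the deposited normalized values (0.0539) lost it too.

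**Figure D4:**
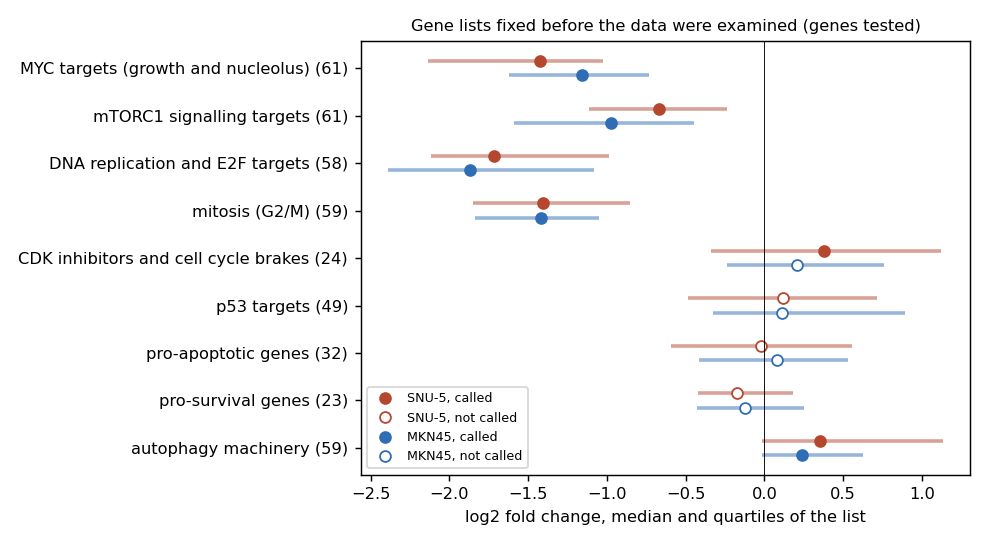
Median log2 fold change of crizotinib over control (circles, filled where camera's adjusted p is under 0.05) and quartiles (bars) of the genes of 9 lists in each line, with the number of genes tested in brackets. The medians of the DNA replication list lie at -1.72 in SNU-5 and -1.87 in MKN45.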

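The activity that Ingenuity Pathway Analysis assigns to a regulator is inferred from its target genes, whereas the arrays also measure the mRNA of the regulators themselves. Of the regulators named in Figure 4B, 9 were tested, and 4 of them were called in the same direction in both lines, MYC among them. CCND1, which encodes the G1 cyclin D1, fell by 2.82 on the log2 scale in SNU-5 (standard error 0.15, limma adjusted p = 4.8e-08) and by 1.91 in MKN45 (standard error 0.15, adjusted p = 8.3e-07). FOXM1, a transcription factor of mitotic genes, fell 2.83-fold in SNU-5 (standard error 0.28 on the log2 scale, limma adjusted p = 0.0011) and 2.34-fold in MKN45 (standard error 0.28, adjusted p = 0.0043). KDM5B, a histone demethylase, rose by 1.75 in SNU-5 (standard error 0.22, limma adjusted p = 5.1e-05) and by 1.26 in MKN45 (standard error 0.22, adjusted p = 6.7e-04). None of the 9 was called for a difference between the lines by limma.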

We extracted the top inhibited and activated transcriptional regulators for each cell line and observed extensive overlap between the two cell lines (Figure 4B). The activated population was highly enriched with transcription factors involved in cell cycle/proliferation arrest and apoptosis activation, whereas the inhibited population was enriched for transcription factors involved in cell cycle progression and cellular proliferation. Additionally, cellular growth and proliferation, cell cycle, cell death and survival were among the top five molecular and cellular functions modulated in each cell line (Supplementary Figure 2B). 

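The mRNA of the other regulators of Figure 4B that were tested was not called in either line. RB1, the retinoblastoma protein that restrains E2F, had log2 changes of 0.26 in SNU-5 and -0.35 in MKN45 (limma adjusted p = 0.40 and 0.24). CDKN2A, which encodes an inhibitor of CDK4 and CDK6, had 0.52 in SNU-5 (standard error 0.16, limma adjusted p = 0.024) and was not detected on any MKN45 array. SMARCB1, a chromatin remodelling subunit, had -0.63 and 0.18 (limma adjusted p = 0.028 and 0.57). MED1, a Mediator subunit, had 0.09 and 0.25 (limma adjusted p = 0.76 and 0.30). MITF was not detected on any SNU-5 array and had a log2 change of 0.48 in MKN45 (limma adjusted p = 0.063). The targets that the Ingenuity database assigns to each regulator were not analysed here.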

We confirmed these results with gene set enrichment analyses (GSEA) by using previously identified gene sets available at molecular signature database (MSigDB; www.broadinstitute.org/gsea/). Initially, we queried our data using the H: hallmark resource containing 50 gene sets. P53 signaling was positively enriched and MYC signaling was negatively enriched after crizotinib exposure in both cell lines (Figure 4C), and MTORC1 signaling was downregulated by crizotinib (Figure 4D). 

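MYC and mTORC1 target genes fell in both lines, and p53 target genes moved in both directions. Of 61 tested MYC targets of growth and the nucleolus, 55 were lower, none was higher and 6 did not pass an adjusted p under 0.05 in SNU-5 (58 lower when adjusted over the list alone). In MKN45, 51 were lower, 1 was higher and 9 did not pass (53 lower and 1 higher when adjusted over the list alone). The medians were -1.42 in SNU-5 and -1.16 in MKN45 (camera adjusted p = 7.6e-28 and 4.6e-19). BOP1, a factor of ribosome assembly, had log2 changes of -3.05 and -1.14 (limma adjusted p = 4.7e-08 and 1.2e-04), and RRS1, a regulator of ribosome synthesis, had -3.07 and -1.62 (limma adjusted p = 2.9e-08 and 2.3e-06).
Of 61 tested mTORC1 signalling targets, 35 were lower, 5 higher and 21 did not pass in SNU-5, and 43, 2 and 16 did so in MKN45 (38 lower and 5 higher, and 44 lower and 3 higher, when adjusted over the list alone). The medians were -0.67 and -0.98 (camera adjusted p = 3.7e-08 and 2.3e-12). SLC7A5, an amino acid transporter, had log2 changes of -1.15 and -3.25 (limma adjusted p = 4.3e-04 and 8.0e-08), and SLC2A1, the glucose transporter GLUT1, had -1.91 and -2.48 (limma adjusted p = 3.2e-06 and 3.4e-07).
Of 49 tested p53 targets, 15 were higher, 11 lower and 23 did not pass in SNU-5 (16 higher and 12 lower when adjusted over the list alone). In MKN45, 19 were higher, 9 lower and 21 did not pass (19 higher and 9 lower when adjusted over the list alone). The list was not called in SNU-5 (median 0.12, camera adjusted p = 0.70) or in MKN45 (median 0.11, camera adjusted p = 0.13). In MKN45 it was called higher by fgsea (adjusted p = 0.0172), by fry (5.8e-04) and by camera without MKN45 crizotinib replicate 3 (0.0429), and in SNU-5 neither fgsea (0.45) nor fry (0.15) called it. On leaving out 1 array its median ranged from 0.0290 to 0.174 in SNU-5 and from 0.0642 to 0.270 in MKN45. GDF15, a secreted stress cytokine, fell by 3.23 on the log2 scale in SNU-5 (limma adjusted p = 1.1e-06) and had a log2 change of -0.32 in MKN45 (limma adjusted p = 0.41). These lists were written for this work and are not the hallmark sets.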

MTORC1's ability to suppress autophagy is well established, and inhibition of MTORC1 induces autophagy [23, 24]. This finding prompted us to query the BP: GO resource containing 4653 gene sets identified by the Gene Ontology Consortium (GO) as enriched in various biologic processes (Figure 5). These analyses identified autophagy as among the top thirty biologic processes enriched among the differentially expressed genes in both of the two MET-amplified cell lines (Figure 5A). 

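Genes of the autophagy machinery were higher more often than lower in both lines. Of 59 tested genes, 24 were higher, 4 were lower and 31 did not pass an adjusted p under 0.05 in SNU-5 (26 higher and 4 lower when adjusted over the list alone). In MKN45, 19 were higher, 2 were lower and 38 did not pass (19 higher and 2 lower when adjusted over the list alone). The median log2 change was 0.35 in SNU-5 and 0.24 in MKN45, and the list was called in both (camera adjusted p = 6.2e-04 and 0.0023). With an estimated correlation the adjusted p was 0.0442 in SNU-5 and 0.0666 in MKN45. The difference between the lines was not called (camera adjusted p = 0.67). GABARAPL1, an ATG8 family protein of the autophagosome membrane, rose by 2.25 in SNU-5 (standard error 0.13, limma adjusted p = 9.4e-08) and by 1.54 in MKN45 (standard error 0.13, adjusted p = 1.9e-06). TP53INP1, a stress protein that binds ATG8 family proteins, rose by 2.85 and 2.90 (limma adjusted p = 1.7e-07 and 1.4e-07). The list was written for this work and is not the GO gene set of Figure 5A. The paper reasons from lowered MTORC1 signaling, which relieves a block of autophagy, to a search of biologic process gene sets, and from the enrichment of autophagy there it went on to measure autophagy in the cells.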

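Of the 39 autophagosome genes drawn in Figure 5B, 35 were tested, and 30 of these had a change of the same sign in SNU-5 and MKN45. In SNU-5, 12 were higher and 5 lower at an adjusted p under 0.05, and in MKN45, 9 were higher and 2 lower. The study chose this set on the same arrays, so these counts are not independent evidence of its direction. MAP1LC3A, an LC3 gene, rose by 1.41 in SNU-5 (standard error 0.28, limma adjusted p = 0.0018) and by 2.41 in MKN45 (standard error 0.28, adjusted p = 2.6e-05). WIPI1, which binds the lipid of the forming autophagosome, rose by 1.33 and 1.20 (limma adjusted p = 1.9e-04 and 4.3e-04). MAP1LC3B, which encodes LC3B, had log2 changes of -0.24 in SNU-5 and 0.33 in MKN45 (limma adjusted p = 0.22 and 0.089).
Other genes of the set changed unequally in the lines. TP53INP2, a scaffold of autophagosome formation, rose 2.84-fold in SNU-5 (standard error 0.26 on the log2 scale, limma adjusted p = 6.9e-04) and 24.5-fold in MKN45 (standard error 0.26, adjusted p = 7.4e-08), a difference with an adjusted p of 1.4e-04. ELAPOR1 was detected only on the MKN45 arrays with crizotinib, where it was at least 8.52-fold above the MKN45 controls (limma adjusted p = 3.3e-09). ATG16L1, part of the complex that lipidates LC3, fell by 1.94 in SNU-5 (standard error 0.18, limma adjusted p = 4.5e-06) and had a log2 change of -0.30 in MKN45 (adjusted p = 0.26). ATG5, a partner of ATG16L1, had 0.63 in SNU-5 and -0.62 in MKN45 (limma adjusted p = 0.017 and 0.018), and its difference between the lines was called (adjusted p = 0.0070). ATG5 was detected on only 1 of the 3 MKN45 arrays with crizotinib, so the background may set part of its change there. Across the 35 genes, which are not independent replicates, the log2 changes of the lines had a Pearson r of 0.58 and a Spearman rho of 0.70.

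**Figure D5:**
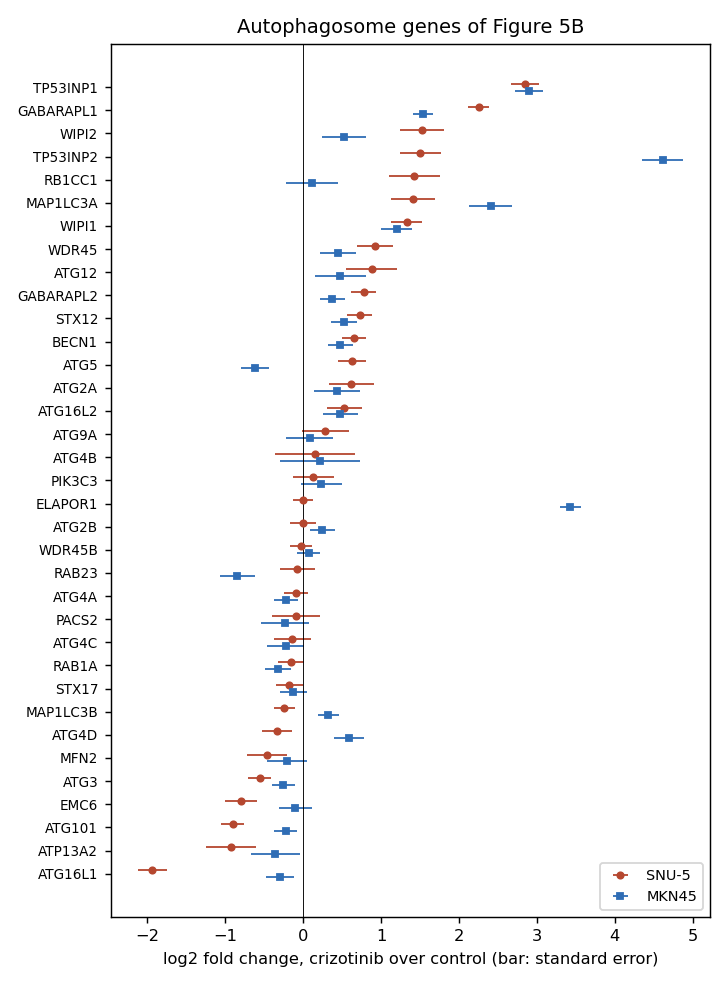
Log2 fold change of crizotinib over control (horizontal axis) of the 35 tested genes of Figure 5B in SNU-5 (red circles) and MKN45 (blue squares), with limma standard errors as bars and 3 arrays per group. TP53INP1 lies at 2.85 and 2.90, and ATG16L1 at -1.94 in SNU-5 and -0.30 in MKN45.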

We also observed concordance in the modulation of the top autophagy-related gene set in both cell lines (Figure 5B).

**Figure 4:**
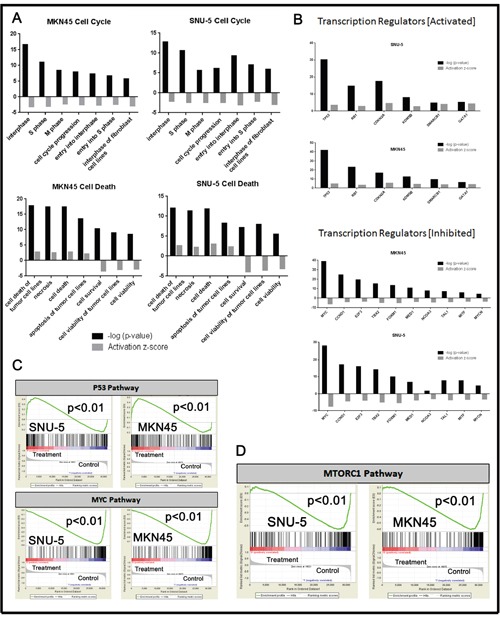
Pathway analyses of crizotinib-induced changes in gene expression **(A)** Significant changes in gene expression were analyzed using Ingenuity Pathway Analysis (IPA) using the molecular and cellular functions of the platform. **(B)** Significantly activated/inhibited transcriptional regulators from whole genome mRNA expression profiling using IPA. (**C** and **D**) Selection of the top common results within GSEA H: hallmark gene sets from the molecular gene sets database are displayed for each of the cell lines. All results within the GSEA analysis have a P<.01 and FDR <.05.

**Figure 5:**
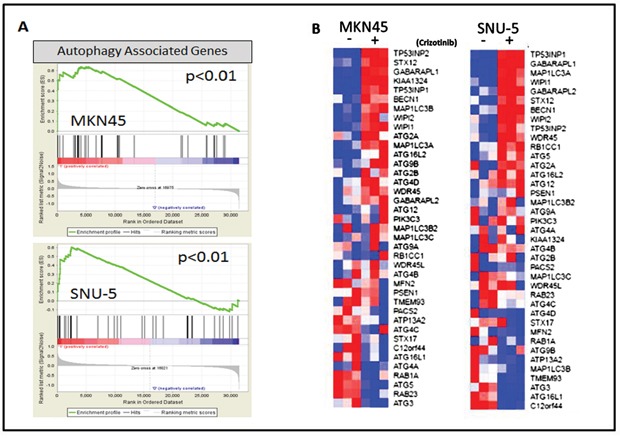
MET inhibition stimulates an autophagy gene expression signature **(A)** Gene set enrichment analysis (GSEA) was used to determine whether a gene expression signature associated with autophagy (BP: GO biological process gene set) was stimulated by crizotinib in the SNU-5 (P<.01, FDR= .04) and MKN45 (P<.01, FDR= .07) cells. **(B)** Expression of the top differentially expressed autophagy-associated genes included in the GSEA data set (GO autophagosome organization) used in panel A. The heat maps depict relative expression of autophagy markers in two MET amplified cell lines following incubation with crizotinib for 24 hours. Red, higher relative expression; blue, lower relative expression.

### Effects of autophagy inhibition on apoptosis

We used functional assays to attempt to confirm the gene expression profiling results using two of the drug-resistant lines (NUGC-4, MKN74) as controls (Figure 6). We exposed the cells to increasing concentrations of crizotinib for 72 hours and then measured autophagy by acridine orange staining and FACS analysis [25–27]. Crizotinib caused concentration-dependent increases in autophagy in both MET-amplified cell lines but not in the drug-resistant cells (Figure 6A). We confirmed these results by immunoblotting to detect conversion of LC3B I to LC3II (Figure 6B), and by measuring autophagic flux using an cationic amphiphilic tracer (CAT) dye that rapidly partitions into cells in a similar manner as drugs that induce phospholipidosis (from Enzo Life Sciences, Inc) (Figure 6C).

**Figure 6:**
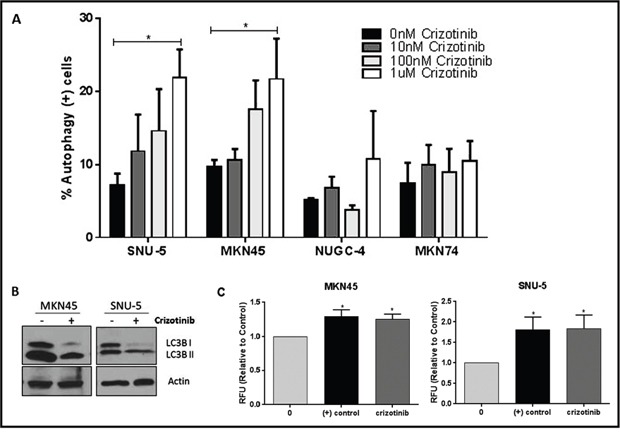
MET inhibition induces autophagy in the crizotinib-sensitive cells **(A)** Crizotinib induces autophagy in a concentration-dependent fashion. The indicated human gastric cancer cell lines were incubated with increasing concentrations of crizotinib (0, 10, 100, 1000nM) for 72 hours and autophagy was accessed by acridine orange staining coupled with flow cytometry. The SNU-5 and MKN45 cells contain high level MET amplification, whereas the NUGC-4 and MKN74 cells do not. **(B)** Crizotinib induces LC3-II processing. SNU-5 and MKN45 cells were incubated with 100nM crizotinib with for 24hrs and LC3 expression was analyzed by Western blotting. **(C)** Crizotinib causes increased autophagic flux in the drug-sensitve cells. SNU-5 and MKN45 cells were incubated with 100nM crizotinib with for 24hrs and autophagy was accesses by fluorescence microplate reader with the application of Cyto-ID autophagy detection kit. Data are means ± SEM from three independent experiments. Student *t* test, *p≤0.05.

Depending on the specific biological context, autophagy can either promote or inhibit cancer cell death [18, 28]. Therefore, we designed mechanistic experiments to define the role of autophagy in crizotinib-induced cell death (Figure 7). First, we examined the effects of blocking autophagy with chloroquine, a clinically approved anti-malarial drug that inhibits autophagy by raising lysosomal pH [29, 30]. Chloroquine did not induce statistically significant increases in the levels of apoptosis in any of the cell lines on its own (Figure 7A). However, chloroquine did induce significant increases in the numbers of trypan blue-positive (necrotic) cells in all of the cell lines except for the MET-amplified cell line MKN45 (Figure 7C). On the other hand, chloroquine caused a statistically significant decrease in crizotinib-induced apoptosis in the MET amplified cell lines (MKN45 and SNU-5) (Figure 7A). To confirm that these effects were caused by autophagy inhibition, we used RNA interference to knock down two obligate components of the autophagy pathway (ATG5 and ATG7) and/or MET, and we examined the effects of molecular interruption of autophagy on apoptosis induced by MET knockdown. ATG5/7 knockdown blocked MET knockdown-induced apoptosis in both of the crizotinib-sensitive cell lines (Figure 7B). We also measured total cell numbers following exposure to chloroquine with or without crizotinib and did not observe statistically significant decreases in cell numbers in any of the cell lines (Figure 7D). Therefore, the decreased apoptosis in the chloroquine-exposed MKN45 and SNU-5 cells was not caused by a decrease in total cell numbers.

**Figure 7:**
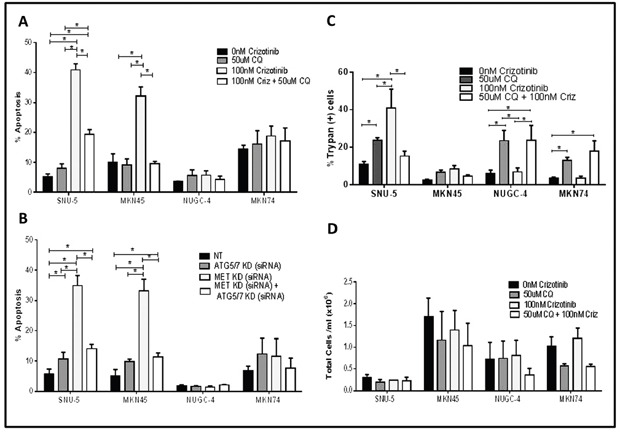
Autophagy is required for crizotinib-induced apoptosis (**A** and **B**) Effects on apoptosis. **(A)** Gastric cancer cell lines (SNU-, MKN45, MKN74, and NUGC-4) were incubated with or without 100nM crizotinib, 50uM chloroquine (CQ) and 100nM crizotinib + 50uM chloroquine for 48 hours and PI-FACS was used to quantify cells with fragmented DNA due to apoptosis. Student t test, *p≤0.0005. **(B)** Gastric cancer cell lines (SNU-5, MKN45, MKN74, and NUGC-4) were transfected with a non-targeting (NT) or MET siRNA, ATG5/7siRNA or MET siRNA + ATG5/7 siRNA for 48 hours and PI-FACS was used to quantify apoptotic cell death. (**C** and **D**) Effects on necrosis. Gastric cancer cell lines (SNU-, MKN45, MKN74, and NUGC-4) were incubated with or without 100nM crizotinib, 50uM chloroquine (CQ) or 100nM crizotinib + 50uM chloroquine for 72 hours and trypan blue exclusion/ ViCELL was used to quantify total cell death and absolute cell numbers. Data are means ± SEM from three independent experiments. Student *t* test, *p≤0.05.

Cytochrome c release from mitochondria is a central commitment point for apoptotic cell death. We therefore wondered whether autophagy inhibition might attenuate apoptosis by preventing crizotinib-induced cytochrome c release (Figure 8). To test this hypothesis, we incubated the SNU-5 or MKN45 cells with crizotinib with or without chloroquine for 6 h and measured cytosolic cytochrome c levels by immunoblotting as described previously [31]. Chloroquine caused statistically significant inhibition of cytochrome c release in both cell lines (representative immunoblots are displayed in Figure 8A, and the results of 3 independent experiments are quantified in Figure 8B).

**Figure 8:**
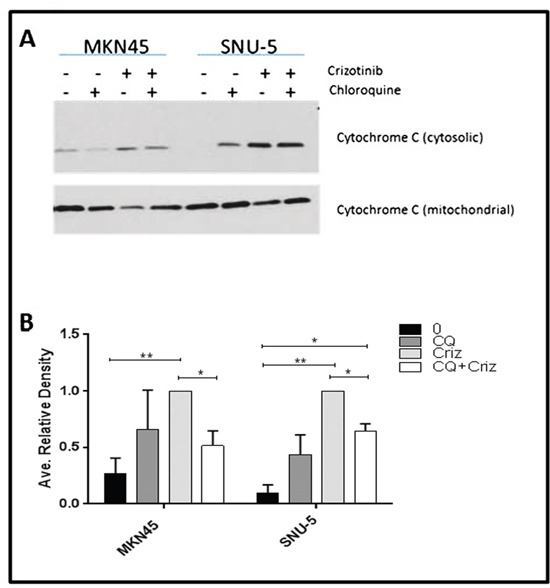
Autophagy is required for crizotinib-induced cytochrome c release **(A)** Measurement of cytochrome c release by immunoblotting. The MET-amplified, crizotinib-sensitive gastric cancer cell lines (SNU-, MKN45) were incubated with or without 100nM crizotinib, 50uM chloroquine (CQ) and 100nM crizotinib + 50uM chloroquine for 6 hours and western blot analysis was used to quantify cytochrome c levels in the cytosol and mitochondria. **(B)** Quantitative densitometry of the protein expression of the cytosolic fraction versus the total cytochrome c content (cytosolic plus mitochondrial fractions) of cytochrome c in each sample. Data are means ± SEM from three independent biological replicates. Student t test, *p≤0.05 **p≤0.005.

### Autophagy inhibition does not confer resistance to other therapeutic agents

Finally, we wondered whether the requirement for autophagy for apoptosis was specific for crizotinib or might also be observed with other stimuli. To address this question, we examined the effects of chloroquine on apoptosis induced by two alternative therapeutic agents (cisplatin and bortezomib) (Supplementary Figure 3). Clinically achievable concentrations of bortezomib induced significant increases in apoptosis in three of the four cell lines (MKN45, MKN74, and NUGC-4) (Supplementary Figure 3A). Chloroquine caused a modest but statistically significant decrease in bortezomib-induced apoptosis only in the MKN45 cells at the highest concentration of bortezomib (100nM, p=0.04) (Supplementary Figure 3A). Cisplatin also increased apoptosis in all four of the cell lines (Supplementary Figure 3B). Again, chloroquine caused modest (and not statistically significant) decreases in cisplatin-induced apoptosis only in the MKN45 cells (Supplementary Figure 3B). Together, the results support the conclusion that the requirement for autophagy is relatively selective for crizotinib-induced apoptosis.

## DISCUSSION

MET amplification is a clinically validated therapeutic target in gastric cancer [32, 33]. Here we demonstrate that MET-amplified gastric cancer cells exhibited growth arrest and cell death in response to incubation with the MET inhibitor crizotinib, whereas MET inhibition had no significant effects in cells without MET amplification, irrespective of whether they had high MET mRNA expression or contained MET mutations. Our results are consistent with previous preclinical observations [13, 14] and recent clinical experience [10, 33–35]. Nevertheless, it was surprising to us that MET inhibitors had no measurable effects in the gastric cancer cell lines that contained activating MET mutations. Perhaps MET mutations control some aspect of cancer biology that was not measured in this and the other preclinical studies that have been performed to date. Alternatively, it is possible that activating MET mutations act at an early stage in tumor progression and/or become less important in established human gastric cancer cell lines.

A top priority for ongoing investigation is to identify strategies that increase MET inhibitor sensitivity and overcome the development of the acquired resistance that is likely to emerge following prolonged MET inhibition. Using whole-genome mRNA expression profiling, we observed that genes involved in the regulation of autophagy were modulated in both MET inhibitor-sensitive cell lines, and GSEA confirmed that genes associated with autophagy were highly enriched following MET inhibition. Furthermore, direct measurements of autophagy confirmed that crizotinib induced concentration-dependent increases in both cell lines, consistent with previous reports [16, 17]. Autophagy is a complex process that mediates a variety of different physiological functions, including degrading dysfunctional cellular components, protection of organelle function, promoting cell survival, decreasing metabolic stress, and executing apoptosis [18, 36]. With regard to cell death, the effects of autophagy are context-dependent, resulting in cytoprotective or cytotoxic effects depending on the specific physiological or pathological context [18, 19, 37]. Because of this complexity, and the interest in targeting autophagy to improve the effects of cancer therapies, it was important to understand what role autophagy activation played in apoptosis induced by MET inhibition in the MET-amplified gastric cancer cells [17, 37, 38]. In both of the drug-sensitive cell lines (MKN45 and SNU-5), autophagy inhibition caused statistically significant decreases in MET inhibitor-induced apoptosis, regardless of the approach employed to inhibit autophagy (i.e. direct siRNA-mediated knockdown or chemical inhibition). Our preliminary analyses of the molecular mechanisms involved demonstrated that autophagy was required for crizotinib-induced cytochrome c release, considered the proximal commitment point for apoptosis in most examples of the response.

Although these results were surprising to us, they are not unprecedented. Past studies also demonstrated that autophagy was essential for apoptosis [18, 39, 40], and another group concluded that autophagy was required for cytochrome c release [41], and additional mechanistic studies are required to determine precisely how autophagy promotes cytochrome c release in gastric cancer cells exposed to MET inhibitors. Overall, our results demonstrate that autophagy inhibitors do not potentiate MET inhibitor-induced apoptosis in gastric cancer cells. Clinically, our findings underscore the importance of understanding tumor biology prior to launching trials of combination therapies with autophagy modulators and growth factor receptor inhibitors in patients.

## MATERIALS AND METHODS

### Cell lines and culture

MKN45, MKN74, NUGC-3, NUGC-4, and IM95 gastric cancer cells were a gift from Julie G. Izzo, M.D., Department of Experimental Therapeutics, MD Anderson. KATOIII, NCI-N87, SNU-16, SNU-5, AGS, Hs746t, and SNU-1 gastric cancer cells were obtained from American Type Culture Collection (Manassas, VA). HGC-27 gastric cancer cells were obtained from Sigma-Aldrich (St. Louis, MO). All cells were validated by DNA fingerprinting using AmpFlSTR^®^ Identifiler^®^ Amplification kit (Applied Biosystems, Foster City, CA), performed by the MD Anderson Characterized Cell Line Core. All gastric cancer cells (except for SNU-5) were maintained in RPMI-1640 medium supplemented with 10% FBS (HyClone/Thermo Scientific, Waltham, MA), minimum essential medium (MEM) vitamins, sodium pyruvate (Mediatech/Corning Cellgro, Manassas, VA), L-glutamine, non-essential amino acids, penicillin/streptomycin (Lonza, Switzerland), and HEPES buffer. SNU-5 cells were cultured in Iscove's modified Dulbecco's medium supplemented with 10% FBS, MEM vitamins, L-glutamine, sodium pyruvate, non-essential amino acids, penicillin/streptomycin, and HEPES. All cells were grown at 37° C in 5% CO_2_.

### Chemicals and antibodies

Crizotinib was purchased from Selleck Chemicals (Houston, TX). Bortezomib was purchased from ChemieTek (Indianapolis, IN). Cisplatin was purchased from EMD Millipore Corp (Billerica, MA). Propidium iodide, oligomycin A, chloroquine and acridine orange were purchased from Sigma-Aldrich (St. Louis, MO). The following antibodies were purchased from the indicated sources: MET, p-MET, MYC, cleaved PARP (Cell Signaling Technology, Beverly, MA); Cytochrome C and LC3 (BD Pharmingen); and β-actin (Sigma-Aldrich).

### Cell viability assay

Cell death was measured using the Vi-CELL XR Cell Viability Analyzer (Beckman Coulter) following incubation with the inhibitor for 48 hours. This analyzer processes and analyzes cells using the trypan blue dye exclusion method.

### Cell proliferation assay

Growth arrest was quantified using a 5- day dimethyl thiazolyl diphenyl tetrazolium salt (MTT) assay as previously described [42].

### Immunoblotting analyses

Cells were harvested by scrapping and lysed in buffer containing 50mM Tris-HCL, 150mM NaCl, 1mM EDTA, 1% Triton X-100, 1% sodium deoxycholate, 0.01% SDS, 2mM sodium orthovanadate (Na3VO4), 1mM NaF, 1mM Glycophosphate, 1mM PMSF and Complete Mini protease/ phosphatase inhibitor tablets (Sigma-Aldrich). Protein concentrations were measured using the BCA Protein Assay Kit (Thermo Scientific, Rockford, IL). Lysates were boiled in sample buffer (62.5 mmol/L Tris-HCl (pH 6.8), 10% (w/v) glycerol, 100 mmol/L DTT, 2.3% SDS, 0.002% bromophenol blue) for 5 minutes and cooled at room temperature for 10 minutes. Samples were then separated on 2-12% gradient SDS-PAGE gels at 100 V in electrophoresis buffer (25 mmol/L Tris-HCl (pH 8.3), 192 mmol/L glycine, 0.1% SDS) and then electrophoretically transferred onto nitrocellulose membranes in transfer buffer (25 mmol/L Tris-HCl, 192 mmol/L glycine, 20% methanol) overnight at 10 mV. The membranes were incubated in blocking buffer (5% nonfat milk in PBS) for 1 hour at room temperature while shaking. The membranes were then rinsed with PBS containing 0.1% Tween-20. The membranes were incubated with primary antibodies diluted 1:1000 in 1% milk overnight, washed, and then incubated with second antibodies (anti-mouse or anti-rabbit immunoglobulin) diluted 1:10,000 in 5% milk for 1 hour at room temperature while shaking. Immunoreactive proteins were detected using enhanced chemiluminescence (Amersham Biosciences, Piscataway, NJ) [43].

### Cytochrome c release assay

Release of cytochrome c from the mitochondria was measured by immunoblotting as previously described [31]. Cells were incubated with or without 100 nM crizotinib, 50uM chloroquine, or 100 nM crizotinib + 50 uM chloroquine for 6 hours. The cells were then obtained by scraping followed by gentle centrifugation at 1700rpm for 3 minutes. The pellets were then washed with cold PBS and re-spun for 3 minutes. Next the cells were lysed in an ice-cold buffer containing 250 mM Sucrose, 1 mM EDTA, 25 mM Tris, pH 6.8, 0.05% IGEPAL and a Complete Mini protease inhibitor tablet (Sigma-Aldrich) until the cells outer membrane was compromised as determined by the trypan blue exclusion assay. The cells were then centrifuged at 14,000 rpm for 5 min at 4 °C and the supernatant, containing the cytosolic fraction, was transferred to new tubes. The pellet containing the mitochondrial fraction was then suspended in lysis buffer, and cytochrome c was measured in each fraction by immunoblotting.

### Apoptosis detection

Apoptosis was quantified by propidium iodide staining coupled with flow cytometry as previously described [22]. The method involves propidium iodide staining of permeabilized cells; apoptotic cells release the DNA fragments produced as a consequence of the endogenous endonuclease activation that is associated with apoptosis, and they appear as hypodiploid cells when they are measured by flow cytometry.

### Copy number assay

DNA was isolated from gastric cell lines (MKN45, MKN74, NUGC-4, SNU-5 and Hs746t) using a genomic DNA extraction kit (Qiagen). *MET* gene copy number was determined using commercially available and pre-designed TaqMan Copy Number Assays (Applied Biosystems, Foster City, CA) as described previously [44]. The primer used for the *MET* gene was Hs05005660_cn. (Location: Chr.7:116778578 on GRCh38, Cytoband: 7q31.2). The *TERT* locus was used for the internal reference copy number. Real-time genomic PCR was performed in a total volume of 20μL in each well, which contained 10μL of TaqMan genotyping master mix and 20ng of genomic DNA and each primer. The PCR conditions were 95°C for 10 minutes, 40 cycles of 95°C for 15 seconds, and 60°C for 1 minute. Data were analyzed using SDS2.2 software and CopyCaller software (Applied Biosystems).

### Autophagy detection

Autophagy levels were measured using two distinct assays. The first method involved using a lysotropic dye, acridine orange, which accumulates in acidic organelles in a pH-dependent manner, becomes protonated and trapped, and emits a bright red fluorescence. The red fluorescence was then detected by fluorescence-activated cell sorting (Coulter, FL2 channel). Bafilomycin A1 (Sigma Chemical Co.) was dissolved in DMSO and added to the cells 30 min before the addition of acridine orange. The second method employed the use of the CYTO-ID^®^ Autophagy detection kit (Enzo Life Sciences, Inc) according to the manufacturer's protocol. Cells were then analyzed by fluorescence microplate reader.

### Gene knockdown

The siRNAs used were obtained through Dharmacon/Thermo Scientific; ON-TARGETplus SMARTpool siRNA reagent targeting *MET* proto-oncogene, receptor tyrosine kinase (*MET*) (catalog number L-003156-00) and non-targeting siRNA (catalog number D-001810-10-20). Lipofectamine RNAiMAX (Invitrogen/Life Techonologies, catalog no. 13778-075) was used to transfect the siRNAs into the cells.

### Gene expression profiling

Total RNA from cell pellets was isolated using the mirVana miRNA isolation kit (Ambion, Inc). RNA purity and integrity were measured by a NanoDrop ND-1000 spectrophotometer and Agilent Bioanalyzer, respectively, and only high-quality RNA was used for the cRNA amplification. The MET-amplified gastric cancer cell lines were analyzed by direct hybridization on Illumina Human HT12v4 chips (Illumina, San Diego, CA). Quantile normalization in the Linear Models for Microarray Data (limma) package in the R language environment was used to normalize the data. BRB Array Tools version 4.5.1 (National Cancer Institute) was used to analyze the data. The significantly differentially expressed genes (P<0.001 with FDR <0.05, 2-fold cut-off) were then extracted using class comparison tools with random variance t test to yield 1734 differentially expressed probes for SNU-5 representing 1405 genes and 1919 differentially expressed probes for MKN45 representing 1517. Gene expression profiling data was uploaded to Gene Expression Omnibus with accession number GSE77320.

### Pathway analyses

Functional and pathway analyses were performed using Ingenuity Pathway Analysis (IPA) software (Ingenuity^®^ Systems, CA), which contains a database for identifying networks and pathways of interest in genomic data. Based on the IPA knowledge database, p values and Z-scores can be calculated based on how many targets of each transcriptional factor were overlapped (p values) and the extent of concordance of the known effects (activation or inhibition) of the targets in the gene lists (Z-score) [45].

## SUPPLEMENTARY MATERIALS AND FIGURES

## References

[1] Ferlay J, Shin HR, Bray F, Forman D, Mathers C, Parkin DM (2010). Estimates of worldwide burden of cancer in 2008: GLOBOCAN 2008. Int J Cancer.

[2] Parkin DM (2001). Global cancer statistics in the year 2000. Lancet Oncol.

[3] Howlader N, Noone AM, Krapcho M, Garshell J, Miller D, Altekruse SF, Kosary CL, Yu M, Ruhl J, Tatalovich Z, Mariotto A, Lewis DR, Chen HS SEER Cancer Statistics Review, 1975-2012. National Cancer Institute.

[4] Seyedin S, Wang PC, Zhang Q, Lee P (2014). Benefit of adjuvant chemoradiotherapy for gastric adenocarcinoma: a SEER population analysis. Gastrointest Cancer Res.

[5] Siegel R, Naishadham D, Jemal A (2013). Cancer statistics, 2013. CA Cancer J Clin.

[6] Deng N, Goh LK, Wang H, Das K, Tao J, Tan IB, Zhang S, Lee M, Wu J, Lim KH, Lei Z, Goh G, Lim QY (2012). A comprehensive survey of genomic alterations in gastric cancer reveals systematic patterns of molecular exclusivity and co-occurrence among distinct therapeutic targets. Gut.

[7] Cancer Genome Atlas Research Network (2014). Comprehensive molecular characterization of gastric adenocarcinoma. Nature.

[8] Shi J, Yao D, Liu W, Wang N, Lv H, He N, Shi B, Hou P, Ji M (2012). Frequent gene amplification predicts poor prognosis in gastric cancer. Int J Mol Sci.

[9] Lee HE, Kim MA, Lee HS, Jung EJ, Yang HK, Lee BL, Bang YJ, Kim WH (2012). MET in gastric carcinomas: comparison between protein expression and gene copy number and impact on clinical outcome. Br J Cancer.

[10] Lennerz JK, Kwak EL, Ackerman A, Michael M, Fox SB, Bergethon K, Lauwers GY, Christensen JG, Wilner KD, Haber DA, Salgia R, Bang YJ, Clark JW (2011). MET amplification identifies a small and aggressive subgroup of esophagogastric adenocarcinoma with evidence of responsiveness to crizotinib. J Clin Oncol.

[11] Graziano F, Galluccio N, Lorenzini P, Ruzzo A, Canestrari E, D'Emidio S, Catalano V, Sisti V, Ligorio C, Andreoni F, Rulli E, Di Oto E, Fiorentini G (2011). Genetic activation of the MET pathway and prognosis of patients with high-risk, radically resected gastric cancer. J Clin Oncol.

[12] Teng L, Lu J (2013). cMET as a potential therapeutic target in gastric cancer (Review). Int J Mol Med.

[13] Smolen GA, Sordella R, Muir B, Mohapatra G, Barmettler A, Archibald H, Kim WJ, Okimoto RA, Bell DW, Sgroi DC, Christensen JG, Settleman J, Haber DA (2006). Amplification of MET may identify a subset of cancers with extreme sensitivity to the selective tyrosine kinase inhibitor PHA-665752. Proc Natl Acad Sci U S A.

[14] Okamoto W, Okamoto I, Arao T, Kuwata K, Hatashita E, Yamaguchi H, Sakai K, Yanagihara K, Nishio K, Nakagawa K (2012). Antitumor action of the MET tyrosine kinase inhibitor crizotinib (PF-02341066) in gastric cancer positive for MET amplification. Mol Cancer Ther.

[15] An X, Wang F, Shao Q, Wang FH, Wang ZQ, Chen C, Li C, Luo HY, Zhang DS, Xu RH, Li YH (2014). MET amplification is not rare and predicts unfavorable clinical outcomes in patients with recurrent/metastatic gastric cancer after chemotherapy. Cancer.

[16] Lai AZ, Cory S, Zhao H, Gigoux M, Monast A, Guiot MC, Huang S, Tofigh A, Thompson C, Naujokas M, Marcus VA, Bertos N, Sehat B (2014). Dynamic reprogramming of signaling upon met inhibition reveals a mechanism of drug resistance in gastric cancer. Sci signal.

[17] Humbert M, Medova M, Aebersold DM, Blaukat A, Bladt F, Fey MF, Zimmer Y, Tschan MP (2013). Protective autophagy is involved in resistance towards MET inhibitors in human gastric adenocarcinoma cells. Biochem Biophys Res Commun.

[18] Gozuacik D, Kimchi A (2004). Autophagy as a cell death and tumor suppressor mechanism. Oncogene.

[19] Yonekawa T, Thorburn A (2013). Autophagy and cell death. Essays Biochem.

[20] Barretina J, Caponigro G, Stransky N, Venkatesan K, Margolin AA, Kim S, Wilson CJ, Lehar J, Kryukov GV, Sonkin D, Reddy A, Liu M, Murray L (2012). The Cancer Cell Line Encyclopedia enables predictive modelling of anticancer drug sensitivity. Nature.

[21] Camidge DR, Bang YJ, Kwak EL, Iafrate AJ, Varella-Garcia M, Fox SB, Riely GJ, Solomon B, Ou SH, Kim DW, Salgia R, Fidias P, Engelman JA (2012). Activity and safety of crizotinib in patients with ALK-positive non-small-cell lung cancer: updated results from a phase 1 study. Lancet Oncol.

[22] Riccardi C, Nicoletti I (2006). Analysis of apoptosis by propidium iodide staining and flow cytometry. Nat Protoc.

[23] Kim YC, Guan KL (2015). mTOR: a pharmacologic target for autophagy regulation. J Clin Invest.

[24] Martina JA, Chen Y, Gucek M, Puertollano R (2012). MTORC1 functions as a transcriptional regulator of autophagy by preventing nuclear transport of TFEB. Autophagy.

[25] Paglin S, Hollister T, Delohery T, Hackett N, McMahill M, Sphicas E, Domingo D, Yahalom J (2001). A novel response of cancer cells to radiation involves autophagy and formation of acidic vesicles. Cancer Res.

[26] Traganos F, Darzynkiewicz Z (1994). Lysosomal proton pump activity: supravital cell staining with acridine orange differentiates leukocyte subpopulations. Methods Cell Biol.

[27] Honscheid P, Datta K, Muders MH (2014). Autophagy: detection, regulation and its role in cancer and therapy response. Int J Radiat Biol.

[28] White E (2012). Deconvoluting the context-dependent role for autophagy in cancer. Nat Rev Cancer.

[29] Amaravadi RK, Lippincott-Schwartz J, Yin XM, Weiss WA, Takebe N, Timmer W, DiPaola RS, Lotze MT, White E (2011). Principles and current strategies for targeting autophagy for cancer treatment. Clin Cancer Res.

[30] Long L, Yang X, Southwood M, Lu J, Marciniak SJ, Dunmore BJ, Morrell NW (2013). Chloroquine prevents progression of experimental pulmonary hypertension via inhibition of autophagy and lysosomal bone morphogenetic protein type II receptor degradation. Circ Res.

[31] Chandra J, Niemer I, Gilbreath J, Kliche KO, Andreeff M, Freireich EJ, Keating M, McConkey DJ (1998). Proteasome inhibitors induce apoptosis in glucocorticoid-resistant chronic lymphocytic leukemic lymphocytes. Blood.

[32] Hong DS, LoRusso P, Hamid O, Beaupre DM, Janku F, Khan R, Kittaneh M, Loberg RD, Amore B, Caudillo I, Hwang YC, Rui Tang R, Ngarmchamnanrith G, Kwak EL (2014). First-in-human study of AMG 337, a highly selective oral inhibitor of MET, in adult patients (pts) with advanced solid tumors. J Clin Oncol.

[33] Aprile G, Leone F, Giampieri R, Casagrande M, Marino D, Faloppi L, Cascinu S, Fasola G, Scartozzi M (2015). Tracking the 2015 Gastrointestinal Cancers Symposium: bridging cancer biology to clinical gastrointestinal oncology. Onco Targets Ther.

[34] Janjigian YY, Tang LH, Coit DG, Kelsen DP, Francone TD, Weiser MR, Jhanwar SC, Shah MA (2011). MET expression and amplification in patients with localized gastric cancer. Cancer Epidemiol Biomarkers Prev.

[35] Yap TA, Olmos D, Brunetto AT, Tunariu N, Barriuso J, Riisnaes R, Pope L, Clark J, Futreal A, Germuska M, Collins D, deSouza NM, Leach MO (2011). Phase I trial of a selective c-MET inhibitor ARQ 197 incorporating proof of mechanism pharmacodynamic studies. J Clin Oncol.

[36] White E (2015). The role for autophagy in cancer. J Clin Invest.

[37] Boya P, Gonzalez-Polo RA, Casares N, Perfettini JL, Dessen P, Larochette N, Metivier D, Meley D, Souquere S, Yoshimori T, Pierron G, Codogno P, Kroemer G (2005). Inhibition of macroautophagy triggers apoptosis. Mol Cell Biol.

[38] Inguscio V, Panzarini E, Dini L (2012). Autophagy contributes to the death/survival balance in cancer photodynamic therapy. Cells.

[39] Jia L, Dourmashkin RR, Allen PD, Gray AB, Newland AC, Kelsey SM (1997). Inhibition of autophagy abrogates tumour necrosis factor alpha induced apoptosis in human T-lymphoblastic leukaemic cells. Br J Haematol.

[40] Nishida K, Yamaguchi O, Otsu K (2008). Crosstalk between autophagy and apoptosis in heart disease. Circ Res.

[41] Yee KS, Wilkinson S, James J, Ryan KM, Vousden KH (2009). PUMA- and Bax-induced autophagy contributes to apoptosis. Cell Death Differ.

[42] Dickstein RJ, Nitti G, Dinney CP, Davies BR, Kamat AM, McConkey DJ (2012). Autophagy limits the cytotoxic effects of the AKT inhibitor AZ7328 in human bladder cancer cells. Cancer Biol Ther.

[43] Cheng T, Roth B, Choi W, Black PC, Dinney C, McConkey DJ (2013). Fibroblast growth factor receptors-1 and -3 play distinct roles in the regulation of bladder cancer growth and metastasis: implications for therapeutic targeting. PLoS One.

[44] Kawakami H, Okamoto I, Arao T, Okamoto W, Matsumoto K, Taniguchi H, Kuwata K, Yamaguchi H, Nishio K, Nakagawa K, Yamada Y MET amplification as a potential therapeutic target in gastric cancer. Oncotarget.2013;.

[45] Choi W, Porten S, Kim S, Willis D, Plimack ER, Hoffman-Censits J, Roth B, Cheng T, Tran M, Lee IL, Melquist J, Bondaruk J, Majewski T (2014). Identification of distinct basal and luminal subtypes of muscle-invasive bladder cancer with different sensitivities to frontline chemotherapy. Cancer Cell.

# Supplementary material for: Autophagy is required for crizotinib-induced apoptosis in MET-amplified gastric cancer cells
**Source:** Oncotarget. 2017 Jun 7;8(31):51675–87. doi: 10.18632/oncotarget.18386
**Supplement:** Supplementary file 1

Autophagy is required for crizotinib-induced apoptosis in MET-amplified gastric cancer cells

SUPPLEMENTARY MATERIALS

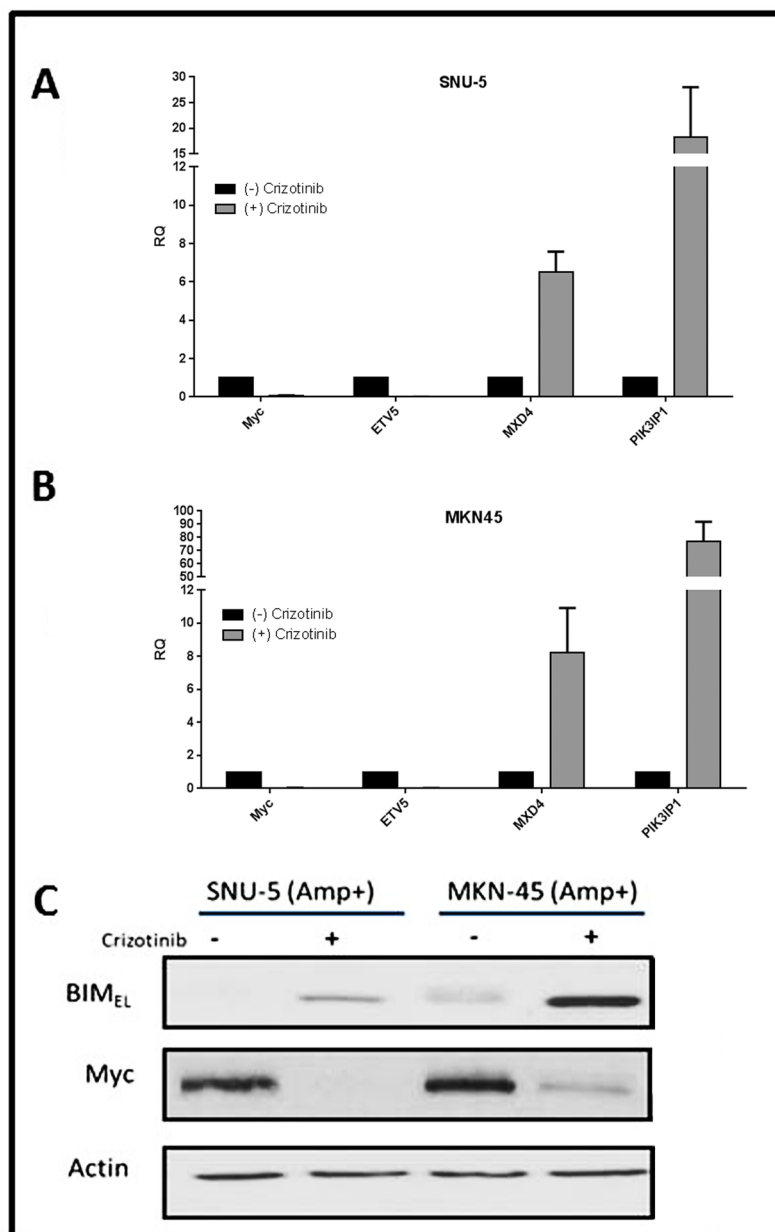

Supplementary Figure 1: Related to Figure 3. Quantitative RT-PCR was used to evaluate the accuracy of the gene expression profiling results. **(A)** Selection of the top downregulated and upregulated genes following treatment with crizotinib in the SNU-5 MET amplified cell line. **(B)** Selection of the top downregulated and upregulated genes following treatment with crizotinib in the MKN45 MET amplified cell line. **(C)** Immunoblotting analysis was used to confirm significant changes in selected up-regulated and downregulated genes at the protein level.

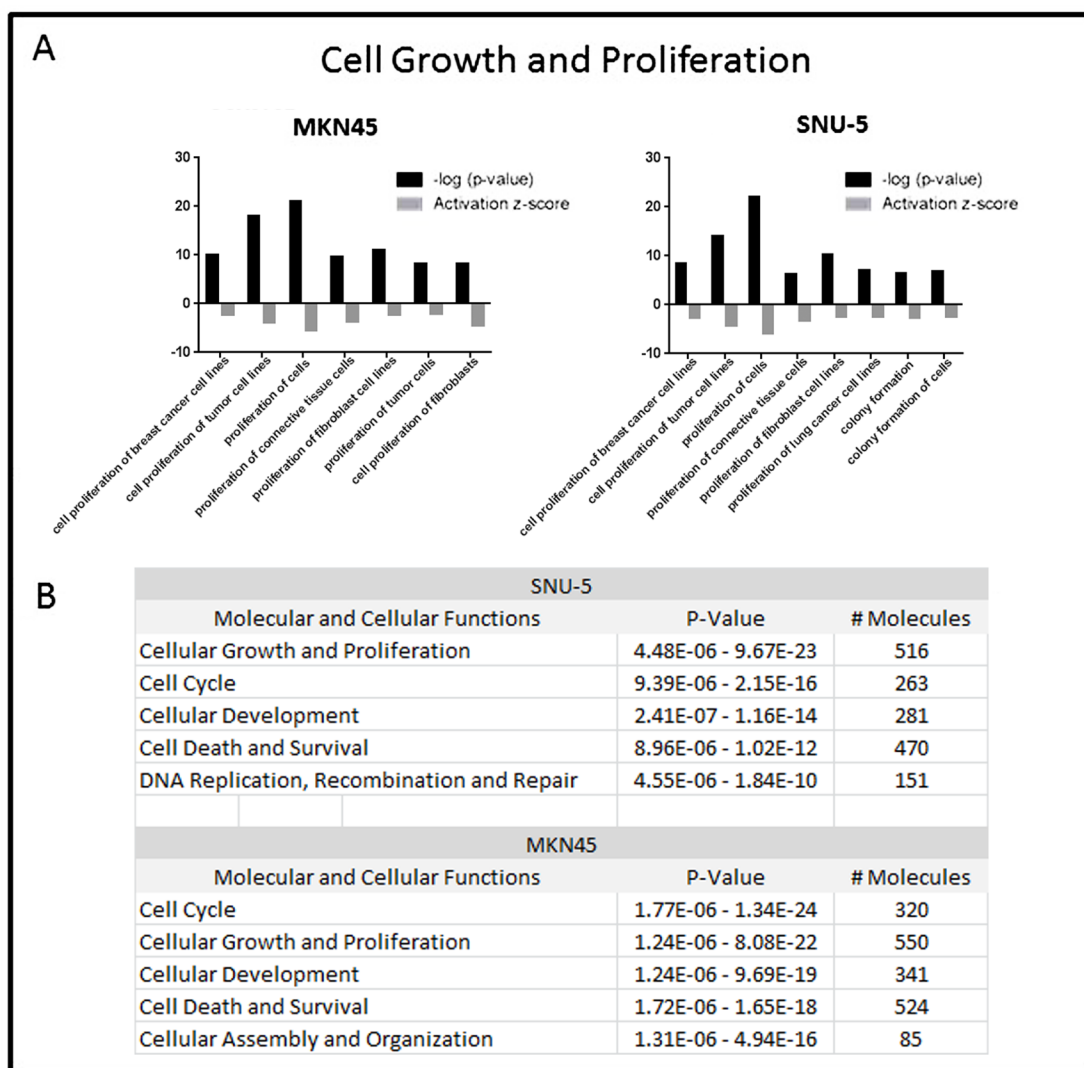

Supplementary Figure 2: Related to Figure 4. Additional IPA analysis results. **(A)** Effects of crizotinib on the IPA “cell growth and proliferation” canonical pathway. **(B)** Results of IPA analyses of the top molecular and cellular functions.

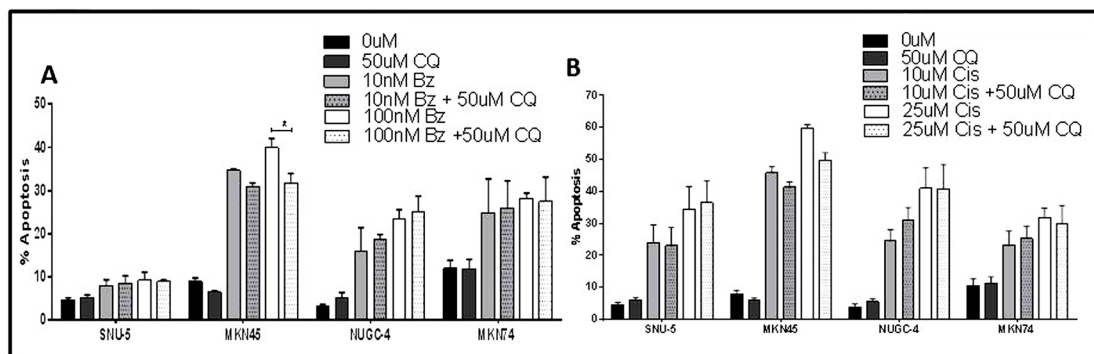

Supplementary Figure 3: Related to Figure 7. Autophagy is not required for apoptosis induced by other agents. **(A)** Effects of chloroquine on bortezomib-induced apoptosis. Gastric cancer cell lines (SNU-, MKN45, MKN74, and NUGC-4) were incubated with 0, 10 or 100nM bortezomib with or without 50uM chloroquine (CQ) for 48hrs hours, and PI/FACS was used to quantify apoptosis. **(B)** Effects of chloroquine on cisplatin-induced apoptosis. Gastric cancer cell lines (SNU-, MKN45, MKN74, and NUGC-4) were incubated with 0, 10 or 25uM cisplatin with or without 50uM chloroquine (CQ) for 48hrs hours, and PI/FACS was used to quantify apoptosis. Data are means $\pm$ SEM from three independent experiments. Student t test, * $p \leq 0.05$.

How the deposited data were processed for this re-analysis (not part of the article)

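Gene expression was measured in SNU-5 and MKN45 cells with and without crizotinib for 24 h, on 12 Illumina HumanHT-12 v4 arrays, 3 in each of 4 groups. Groups and replicate numbers were taken from the sample labels. The authors deposited the signal intensities of 47323 probes per array, not normalized and not background subtracted, each with a detection p-value. From their even steps these p-values were read here as the share of negative control probes at or above the signal. The authors also deposited log2 values that they had quantile normalized between the 12 arrays with limma, without background correction. The scanner software and its settings are not given in the sources used here. All sample columns were used.
Each probe was named through a table of the platform's annotation. Of the probes, 30113 had 1 gene symbol, 8 had several and 17202 had none in that table and were left without a name. The gene IDs of 30074 of the 30121 probes with a gene were found in the GRCh38.p14 gene table, and 0 symbols changed through it. Probes with no or several symbols were kept in the counts of probes and left out of the counts of genes. Some genes of Figures 3B, 4B and 5B could not be matched by symbol and are not reported here.
Signals were processed in R 4.3.3 with limma 3.58.1 by neqc, which corrects the background by normexp with the detection p-values, adds an offset of 16, applies quantile normalization and takes log2. Probes with a detection p under 0.05 on at least 3 of the 12 arrays were kept, 23525 probes (49.7%) naming 12760 genes. A single limma model (lmFit and eBayes) with 4 group means was fitted, with 8 residual degrees of freedom and a prior of 5.17 degrees of freedom for the variance. Its contrasts were crizotinib minus control in SNU-5, the same in MKN45, and the SNU-5 change minus the MKN45 change. Adjusted p-values were computed by Benjamini-Hochberg within each contrast. Calls needed a p under 0.001, an adjusted p under 0.05 and a change of at least 2-fold. Where a gene was detected on none of the 3 arrays of a group, its fold is given as a bound. The number of arrays limits the precision of every value.
The main tests, the rule for the genes named and the alternatives were written before the data were examined. In the closing section, the tests of histone genes, of SNU-5 control replicate 1 and of detection in one line were chosen after the values had been seen. A total of 36 gene lists were written from background knowledge before the data were examined. They cover autophagy machinery, lysosome, p53 targets, MYC targets, mTORC1 targets, DNA replication and E2F targets, mitosis, CDK inhibitors and brakes, MAPK output and feedback, immediate early genes, FOXO targets, pro-apoptotic and pro-survival genes, receptor tyrosine kinases, cholesterol synthesis, cholesterol efflux, fatty acid oxidation, glycolysis, the ATF4 response, the unfolded protein response, NF-kappaB targets, interferon-stimulated genes, MHC class I, histone genes, glutathione and xenobiotic metabolism, NRF2 targets, gastric and intestinal differentiation, epithelial, mesenchymal, fibroblast, leukocyte and endothelial markers, cytosolic ribosomal proteins, oxidative phosphorylation, tRNA synthetases and common housekeeping genes. Each list was tested with limma's camera, which compares the list with all other genes, on 1 probe per gene with a preset correlation of 0.01, adjusted over all lists and both lines, or over all lists for the line difference. The genes named were the 10 largest rises and 10 largest falls of each line among called genes detected on every array of the line and changed the same way in every treated against every control array, the 10 largest line differences in each direction, every gene the paper names in its text, Figures 3B, 4B and 5B or Supplementary Figure 1, and up to 4 genes of each list with the smallest adjusted p in either line. The text names part of these.
The alternatives were quantile normalization without background correction, the deposited log2 values, no filter on dim probes, a separate fit for each line, a replicate block, a random variance t-test as the methods name, no fold threshold, only the probe with the highest signal, camera with an estimated correlation, preranked enrichment with fgsea 1.28.0, the self-contained test fry, and leaving out each of the 12 arrays in turn. The procedures were tested on simulated data made from the group means and spreads of the 23525 probes, with 200 probes changed in both lines and 200 more in SNU-5 alone. In the MKN45 comparison 95.5% of probes changed by 2.5 and 85.1% of those changed by 1.5 on the log2 scale were called, with 4 unchanged probes called. For the line difference these shares were 90.9% and 62.7%, with 3 unchanged probes called. Of probes changed by 0.7, which is below the fold threshold, 4.48% were called in each of these comparisons. The simulated noise was independent between probes, and fewer probes changed than were called in the data. These shares therefore need not hold for the arrays themselves. Figures were drawn with matplotlib 3.10.9.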

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

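The tests of histone genes, of SNU-5 control replicate 1 and of detection in one line were chosen after the values had been seen. Of all 12760 genes tested, 861 were called for the line difference at the probe with the highest signal. The rule for naming genes included the largest line differences, so the share among the named genes is not that of an unselected set. The change after crizotinib differed between the lines by limma's test of the difference itself for 41 of the 119 genes named or plotted here. As log2 change in SNU-5 minus log2 change in MKN45, the more positive ones in SNU-5 were MUC13 3.96, EMP1 3.83, HPGD 3.80, PTGS2 3.78, AKR1C2 3.52, SCIN 3.16, F3 2.76, DCN 2.68, LUM 2.65, CD55 2.51, PDK4 2.13, SLC7A5 2.10, TNFSF10 1.72, PNPLA7 1.56, CALB2 1.42, ATG5 1.25 and ERBB3 1.14. The more negative ones were CDC25A -1.07, H2BC8 -1.28, RRS1 -1.46, ATG16L1 -1.64, BOP1 -1.90, SPRY4 -1.92, TNFRSF12A -1.99, GSTA2 -2.13, BMF -2.24, UHRF1 -2.26, VGF -2.36, UGT2B17 -2.39, DUSP5 -2.83, GDF15 -2.91, TP53INP2 -3.11, COL1A2 -3.39, KRT80 -3.42, ELAPOR1 -3.43, G0S2 -4.29, COXFA4L3 -4.74, FXYD2 -4.76, PPP1R3C -4.92, CFAP276 -4.99 and NUPR1 -5.97. At the probe with the highest signal, which gives these values, COL1A2, DCN, SPRY4, TNFSF10 and ELAPOR1 were detected on no array of at least 1 MKN45 group, and CFAP276, ELAPOR1, FXYD2, G0S2, PPP1R3C and PTGS2 on no SNU-5 control array. The background sets part of their fitted difference, which does not give the size of a true difference. Another probe of CFAP276, detected on all 12 arrays, had a difference of 0.98 (limma adjusted p = 0.038), opposite in sign. Other probes of AKR1C2, CALB2, CDC25A and UHRF1 also had the opposite sign, with adjusted p over 0.05.
Because the lines were kept in different culture media, a difference between them may belong to the line or to the medium. By camera the difference between the lines was called for 12 lists. Their median differences were 0.30 for lysosome, -0.44 for MYC targets, 0.34 for mTORC1 targets, -0.78 for MAPK output and feedback, -0.42 for immediate early genes, 0.53 for cholesterol synthesis, 0.61 for fatty acid oxidation, 0.48 for glycolysis, -1.03 for histone genes, 0.52 for NRF2 targets, 0.26 for gastric and intestinal differentiation and 0.31 for oxidative phosphorylation. With an estimated correlation the adjusted p stayed under 0.05 for MYC targets and fatty acid oxidation (0.0424 each) and was 0.135 to 0.480 for the other 10. On leaving out 1 array the call was lost at least once for lysosome (adjusted p of up to 0.105), mTORC1 targets (0.0789), immediate early genes (0.0822) and glycolysis (0.0930), and fgsea did not call lysosome (0.0519), immediate early genes (0.242) or glycolysis (0.0676).
Lists outside the processes that the paper discusses were also called within a line. In both lines the medians, SNU-5 first, were -2.65 and -1.93 for MAPK output and feedback, 1.62 and 1.06 for FOXO targets, 0.88 and 0.25 for cholesterol efflux, -0.97 and -1.53 for glycolysis, -0.38 and -0.57 for the ATF4 response, -0.42 and -0.89 for the unfolded protein response, 1.21 and 2.26 for histone genes, 1.15 and 0.60 for glutathione and xenobiotic metabolism, -0.42 and -0.45 for mesenchymal genes, and -0.88 and -0.79 for tRNA synthetases. Called in SNU-5 and not in MKN45 were lysosome (0.51), immediate early genes (-0.62), fatty acid oxidation (0.62), NF-kappaB targets (-0.45) and MHC class I (0.74), and called in MKN45 and not in SNU-5 were oxidative phosphorylation (-0.39) and housekeeping genes (-0.58). The difference between the lines was not called for NF-kappaB targets (camera adjusted p = 0.28), MHC class I (0.065) or housekeeping genes (0.17). For MHC class I it was called without MKN45 control replicate 1 (adjusted p = 0.0212) or SNU-5 control replicate 1 (0.029), without background correction (0.0437), with the deposited values (0.0435) and with no filter on dim probes (0.025). Housekeeping genes in SNU-5 had a median of -0.38 (camera adjusted p = 0.0539) and were called without MKN45 control replicate 2 (0.0477), without SNU-5 crizotinib replicate 1 (0.0377), without background correction (0.0381), with the deposited values (0.0381) and with no filter on dim probes (0.0124). MHC class I in SNU-5 was not called by fgsea (adjusted p = 0.0968), and NF-kappaB targets in MKN45 were called lower by it (0.0095). Lysosome in MKN45 was called with no filter on dim probes (0.0369). The mesenchymal median in SNU-5 was -0.21 without SNU-5 control replicate 1, still called (adjusted p = 0.011). Among these lists, calls were lost with an estimated correlation in both lines for glycolysis (adjusted p = 0.130 and 0.0811), the ATF4 response (0.110 and 0.0976), tRNA synthetases (0.0976 and 0.130) and histone genes. They were also lost for lysosome (adjusted p = 0.205) and MHC class I (0.187) in SNU-5, and in MKN45 for cholesterol efflux (0.0830), glutathione and xenobiotic metabolism (0.109), oxidative phosphorylation (0.198) and housekeeping genes (0.0666).
Histone genes were higher in both lines while genes of DNA replication were lower. Of 21 tested histone genes, 17 were higher and 2 lower in SNU-5 and 16 were higher and 2 lower in MKN45 (camera adjusted p = 1.4e-05 and 3.2e-08), and with an estimated correlation the adjusted p was 0.109 and 0.0653. Background correction might have produced the rise, but without it the medians were 0.87 in SNU-5 and 1.61 in MKN45. Probes near the background might also have produced it, but over the 15 genes detected on all 12 arrays the medians were 1.04 and 2.22. Among the 17 replication-dependent genes, a split made after the values had been seen, 16 were higher in SNU-5 and 15 in MKN45, which leaves open whether transcription or RNA processing changed.
SNU-5 control replicate 1 stands apart from the other SNU-5 controls, with a mean signal of 557 against 328 and 346 and ribosomal RNA probes lower by 5.51 (RNA28SN5) and 2.88 (RNA18SN5) on the log2 scale. It might be a treated sample under a control label, but between the other controls (0) and the treated arrays (1) it lies at 0.118. It could hold RNA of MKN45 cells, but over 49 probes bright in MKN45 (median log2 level 9.73) and detected on no other SNU-5 array its median level was 4.43, a log2 shift of -0.016 (quartiles -0.055 and 0.064; medians of -0.014 to 0.032 for the other arrays). It detected 10.5% of 534 probes seen on all MKN45 arrays and on no other SNU-5 array, the highest share of the SNU-5 arrays (2.05% to 7.90% for the others), and also the highest share of probes seen on no MKN45 array and no other SNU-5 array (2.15% against 1.08% to 1.93%). These values argue against MKN45 RNA as the reason that it stands apart, and the reason was not found.
Differences between the lines could arise where a gene is not detected in one line. Of 861 genes called for the difference by the probe with the highest signal, 127 were detected on no SNU-5 array and 74 on no MKN45 array, together 23.3%. The other 660 were detected on some array of each line, and a single detected array was enough for this. The count therefore cannot tell how many of these calls arose from a signal near the background in one line.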

How the results depend on the processing

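Each array had signal over background (detection p under 0.05) for at most 42.8% of the probes, and no level was measured for the others. Quantile normalization without background correction and the deposited values gave 1872 and 1868 probes called in MKN45 and 231 genes higher in both lines under each, with 1386 of 1989 SNU-5 gene calls and 1354 of 1992 MKN45 gene calls kept under the first. The median of CDK inhibitors in SNU-5 was 0.24 under both, no longer called (adjusted p = 0.0549 and 0.0539). It stayed 0.38 with a separate fit for each line (adjusted p = 0.0764) and with the replicate block (0.0745), also no longer called. With an adjusted p under 0.05 and no fold threshold, which by construction calls more, 7053 probes and 4787 genes (2430 higher, 2380 lower) were called in SNU-5, 7270 probes and 4865 genes (2376 higher, 2501 lower) in MKN45 and 1685 genes for the line difference, with 1234 shared genes higher and 1413 lower. Camera with an estimated correlation no longer called mitosis (medians -1.41 in SNU-5 and -1.42 in MKN45), CDK inhibitors in SNU-5 (0.38) or autophagy in MKN45 (0.24), and called 13 lists in SNU-5, 7 in MKN45 and 2 for the line difference. The p53 list in MKN45 (0.11) was called by fgsea (adjusted p = 0.0172) and fry (5.8e-04). Fry, which does not compare with other genes, also called pro-survival genes in SNU-5 (-0.17) and MKN45 (-0.12), CDK inhibitors (0.21) and pro-apoptotic genes (0.0816) in MKN45, and in all 29 lists in MKN45 and 19 for the line difference.
Leaving out each array in turn gave 2411 to 2952 probes and 1725 to 2077 genes (795 to 1012 higher, 931 to 1112 lower) in SNU-5, and 2454 to 2969 probes and 1751 to 2080 genes (840 to 1007 higher, 906 to 1074 lower) in MKN45. It gave 719 to 1039 genes for the line difference and 336 to 419 higher and 490 to 592 lower shared genes. The median of CDK inhibitors in SNU-5 ranged from 0.31 to 0.39 (adjusted p from 0.0387 to 0.0639), and that of p53 targets in MKN45 from 0.0642 to 0.270 (adjusted p from 0.0429 to 0.227). ATG4B in SNU-5 ranged from -0.69, without SNU-5 control replicate 1, to 0.61, against 0.15 with all arrays. Single gene results cover only the genes named or plotted here, in each line and for the line difference. Many were chosen for large changes or small adjusted p-values in the main fit, which favours stability. The side of the threshold was read at an adjusted p of 0.05 with no fold threshold. Of these results, 346 of 357 kept their direction and side without background correction, 346 of 357 with the replicate block and 4130 of 4266 on leaving out arrays. Where no construction is named, the cause was not tested.
Arrays with the same number in treated and control groups shared deviations unevenly, with correlations of 0.11 to 0.33 in MKN45 and 0.01 to 0.45 in SNU-5, and 8 of 12 arrays matched best outside their group with an array of their own number, a hint from the data and not the design. They were not treated as pairs, and the replicate block kept 1965 of the SNU-5 and 1970 of the MKN45 gene calls.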

Differences from the paper's values

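At the paper's thresholds 2799 probes were called in SNU-5, against 1734 in the paper. The number fell within 1.5 times the paper's with quantile normalization without background correction (1900) and with the deposited values (1898), the authors' own normalization. A random variance t-test, which the methods name but which was run here on the background corrected signals, gave 2322, also within that range. The number also came within it with a separate fit for each line (2258) and without SNU-5 crizotinib replicate 1 (2411) or 2 (2495). It did not with no filter on dim probes (2612), the replicate block (2871), no fold threshold (7053) or any other array left out.
The number of genes higher in both lines was 375, against 246 in the paper. It fell within 1.5 times the paper's with quantile normalization without background correction and with the deposited values (231 each), no filter on dim probes (348), a separate fit for each line (321), the random variance t-test (335), only the probe with the highest signal (356), and on leaving out any array except SNU-5 control replicate 1 (419) or MKN45 crizotinib replicate 3 (373). It did not with the replicate block (387) or no fold threshold (1234). Other counts were less than 1.5 times the paper's but also higher here, with 2826 probes in MKN45 against 1919, and 538 genes lower in both lines against 406. Genes called were 1988 in SNU-5 against 1405 and 1991 in MKN45 against 1517. The deposited values gave counts nearer the paper's, with 1868 probes in MKN45, 384 genes lower in both lines, and 1390 and 1351 genes called.
The paper states that p53 signaling was enriched in both lines, from the hallmark set. The p53 list used here, a different one, was not called by camera in either line. In MKN45 it was called by fgsea, by fry and without MKN45 crizotinib replicate 3. No setting called it in SNU-5.
Figure 3B shows TNFRSF6B as lower in SNU-5. It had the same direction here and did not pass the thresholds with all arrays. For TNFRSF6B in SNU-5 the adjusted p was under 0.05 without SNU-5 control replicate 1 (4.0e-09).
Supplementary Figure 1 shows more BIM protein after crizotinib. BCL2L11 mRNA was not called in either line, and for BCL2L11 in MKN45 only the setting without MKN45 crizotinib replicate 3 gave an adjusted p under 0.05 (0.0464).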

Other observations

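Output and feedback genes of the MAPK pathway fell in both lines, and FOXO target genes rose. Of 30 tested MAPK genes, 28 were lower in SNU-5 and 24 in MKN45, and none was higher (28 lower, and 24 lower and 1 higher, when adjusted over the list alone; camera adjusted p = 3.1e-22 and 7.7e-16). SPRY4, an inhibitor of receptor tyrosine kinase signaling, had a log2 change of -4.95 in SNU-5 and was detected on no treated MKN45 array, a fall there of at least 5.91-fold (limma adjusted p = 4.3e-08 and 8.7e-07). Of 30 FOXO targets, 21 were higher and 1 lower in SNU-5 and 20 were higher and 3 lower in MKN45 (22 and 2, and 22 and 3, when adjusted over the list alone; camera adjusted p = 1.2e-10 and 3.0e-09). ERBB3, a receptor of the EGFR family, rose by 3.44 and 2.30 (limma adjusted p = 1.7e-08 and 1.7e-07), KLHL24, a ubiquitin ligase adaptor, by 3.49 and 2.72, and BCL6, a transcriptional repressor, by 1.71 and 2.59. MET mRNA itself had log2 changes of -0.16 in SNU-5 and -0.84 in MKN45 (limma adjusted p = 0.63 and 0.0069) and was not called.
Some of the lists of metabolic genes were called as well. Cholesterol synthesis was called in neither line (camera adjusted p = 0.33 in SNU-5 and 0.14 in MKN45), and oxidative phosphorylation was not called in SNU-5 (0.87). Of 19 glycolysis genes, 13 were lower in each line and 1 was higher in MKN45 (13 lower, and 16 lower and 1 higher, when adjusted over the list alone; camera adjusted p = 4.7e-05 and 2.6e-07), and with an estimated correlation the adjusted p was 0.130 and 0.0811. ENO1, an enolase, had log2 changes of -1.52 and -1.59 (limma adjusted p = 2.4e-06 and 1.6e-06), and TPI1, triosephosphate isomerase, had -0.98 and -1.80. Of 28 genes of glutathione and xenobiotic metabolism, 20 were higher and none lower in SNU-5, and 14 were higher and 3 lower in MKN45 (20 and 0, and 17 and 6, when adjusted over the list alone; camera adjusted p = 4.2e-10 and 3.6e-04), with an adjusted p of 0.109 in MKN45 with an estimated correlation. UGT2B17, which conjugates steroids, rose by 1.95 and 4.34. Of 41 lysosome genes, 18 were higher and 2 lower in SNU-5 (18 and 2 when adjusted over the list alone; camera adjusted p = 4.7e-05, and 0.205 with an estimated correlation), NPC2, a cholesterol carrier, by 1.64 and LAMP2, a membrane protein, by 1.33. Of 21 genes of fatty acid oxidation, 12 were higher and 1 lower in SNU-5 (15 and 1 when adjusted over the list alone; camera adjusted p = 4.1e-05), with PDK4, a pyruvate dehydrogenase kinase, higher by 2.76 and ACADS by 1.36. In MKN45, 11 lysosome genes were higher and 4 lower (camera adjusted p = 0.0957), and 2 genes of fatty acid oxidation were higher and 2 lower (0.75). Neither list was called there. The histone genes H2BC5 and H2BC8 rose by 2.14 and 1.95 in SNU-5 and by 3.43 and 3.22 in MKN45.
Lists called by camera in neither line included receptor tyrosine kinases (camera adjusted p = 0.97 in SNU-5 and 0.96 in MKN45), cytosolic ribosomal proteins (0.51 and 0.093), interferon-stimulated genes (0.11 and 0.91), epithelial markers (0.14 and 0.10), and markers of fibroblasts (0.36 and 0.14), leukocytes (0.26 and 0.36) and endothelium (0.95 and 0.96, with 1 gene tested). By fgsea, epithelial markers in SNU-5 (adjusted p = 0.0130) and ribosomal proteins in MKN45 (0.0443) were called higher. Camera called the latter with no filter on dim probes (0.014). Fibroblast markers were called higher in SNU-5 without SNU-5 control replicate 1 (camera adjusted p = 0.0470), and single ones moved apart there: DCN and LUM, which are matrix proteoglycans, rose by 2.617 (at 1 of 2 probes) and 2.499 on the log2 scale, and COL1A2, a collagen chain, fell at least 8.28-fold and was detected on no treated array.
Splitting the 6 arrays of a line into 2 groups of 3 in each of the 10 possible ways called 0 probes in the other 9 splits, against 2799 in SNU-5 and 2826 in MKN45. For lists the highest other split called 18 against 21 in SNU-5 and 16 against 17 in MKN45, so other splits call nearly as many lists. For the line difference another model was split, the 6 treated-minus-control differences of arrays with the same number, although these arrays were not treated as pairs elsewhere. It called 1275 probes, where the model of all 12 arrays called 1284, and 12 lists, against 0 probes and 9 lists in the highest other of 10 splits. The number of splits at or above the real one was 1 in each case, and 10 splits are too few for a share under 0.05. For genes called in the same direction in both lines, 1 of 100 splits reached 913, the real one, and the highest other gave 0. Because every other split of a line called 0 probes, the other shared counts had to be 0, and this count adds nothing. The other splits mix treated and control arrays in each group and keep part of the drug contrast. Their list counts are therefore not those of arrays without a treatment effect.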
